# Integrin αM promotes macrophage alternative M2 polarization in hyperuricemia‐related chronic kidney disease

**DOI:** 10.1002/mco2.580

**Published:** 2024-06-22

**Authors:** Jing Liu, Fan Guo, Xiaoting Chen, Ping Fu, Liang Ma

**Keywords:** chronic kidney disease, hyperuricemia, integrin αM, macrophage M2 polarization

## Abstract

Hyperuricemia is an essential risk factor in chronic kidney disease (CKD), while urate‐lowering therapy to prevent or delay CKD is controversial. Alternatively activated macrophages in response to local microenvironment play diverse roles in kidney diseases. Here, we aim to investigate whether and how macrophage integrin αM (ITGAM) contributes to hyperuricemia‐related CKD. In vivo, we explored dynamic characteristics of renal tissue in hyperuricemia‐related CKD mice. By incorporating transcriptomics and phosphoproteomics data, we analyzed gene expression profile, hub genes and potential pathways. In vitro, we validated bioinformatic findings under different conditions with interventions corresponding to core nodes. We found that hyperuricemia‐related CKD was characterized by elevated serum uric acid levels, impaired renal function, activation of macrophage alternative (M2) polarization, and kidney fibrosis. Integrated bioinformatic analyses revealed *Itgam* as the potential core gene, which was associated with focal adhesion signaling. Notably, we confirmed the upregulated expression of macrophage ITGAM, activated pathway, and macrophage M2 polarization in injured kidneys. In vitro, through silencing *Itgam*, inhibiting p‐FAK or p‐AKT1 phosphorylation, and concurrent inhibiting of p‐FAK while activating p‐AKT1 all contributed to the modulation of macrophage M2 polarization. Our results indicated targeting macrophage ITGAM might be a promising therapeutic approach for preventing CKD.

## 1 INTRODUCTION

Hyperuricemia prevalence has been rising in recent years, attributable in part to shifts toward unhealthy dietary patterns and lifestyles.^1^, ^2^ The kidneys in healthy individuals are responsible for the excretion of two‐third uric acid (UA), thus playing an essential role in the pathogenesis and progression of chronic kidney disease (CKD). Kidney damage related to hyperuricemia typically manifests as chronic interstitial nephritis, the formation of urate crystals or stones, and subsequent kidney fibrosis.^3^, ^4^ As a modifiable metabolite, UA represents a viable therapeutic target for mitigating kidney damage induced by hyperuricemia. But in the setting of CKD, it is controversial whether UA‐lowering is an effective strategy to prevent or delay CKD progression.^5^ Investigations into therapeutic targets that participate in hyperuricemia‐related CKD are of great clinical significance.

Integrin constitutes the largest family of cell adhesion molecules and is involved in kidney development and diseases.^6^, ^7^ Renal fibrosis could be induced by integrins through cell–matrix or cell–cell interactions.^8^ Integrins are αβ heterodimeric transmembrane glycoproteins and mainly divided into integrin β1, β2, and β3 families according to β subunits.^9^ As transmembrane receptors, integrins participate in cell proliferation, survival and migration, differentiation, and matrix homeostasis.^8^ Due to lack of enzymatic activity, integrins need to bind adaptor proteins for intracellular signal propagation, such as focal adhesion kinase (FAK), a key tyrosine kinase of intracellular signaling binding to a number of downstream molecules.^10^

αMβ2, also known as macrophage antigen 1 (Mac‐1), is the predominant leukocyte‐specific β2 integrin abundantly expressed in monocytes/macrophages and dendritic cells.^11^ The αMI‐domain within αMβ2 mediates ligand binding and is responsible for substrate specificity, thus integrin αM (ITGAM) mainly determined diverse functions of Mac‐1.^12^ Previous studies reported that ITGAM overexpression was associated with macrophage infiltration and renal fibrosis.^13^, ^14^ Macrophages accumulate in injured kidneys and present as polarized M1 or M2 phenotype for proinflammatory or profibrotic functions, respectively.^15^, ^16^ Macrophage alternative (M2) polarization is considered as an essential feature of fibrosis.^17^ However, it is not well elucidated whether ITGAM regulated macrophage M2 polarization in renal fibrosis and signaling pathways involved.

Here, integrin ITGAM is reported as the hub gene promoting macrophage M2 polarization in hyperuricemia‐related CKD. Through comprehensive bioinformatic analysis, we have confirmed that ITGAM contributes to the development of kidney disease by modulating the FAK/AKT1/GSK‐3β signaling pathway. Our findings shed light on the molecular mechanism underlying kidney fibrosis in hyperuricemia‐related CKD, highlighting the significance of ITGAM expression, and signaling as potential therapeutic targets for the prevention and delay of CKD progression.

## 2 RESULTS

### 2.1 Progressive renal function decline and kidney fibrosis in mice wth hyperuricemia‐related CKD

To investigate the phenotypic dynamic changes of hyperuricemia‐related CKD, we conducted animal model in mice and performed biochemical and renal tissue analyses. From day 0 to day 21 under gavage feeding of adenine and potassium oxonate, we set several time points and described dynamic characteristics of blood, urine, and kidney samples (Figure 1A). Serum UA kept rising and reached peak at day 21 (Figure 1B). Similar trend to UA was observed in renal function measurements. Urine albumin‐to‐creatinine ratio (UACR) rose rapidly and became five fold level at day 7 compared with day 0, and then slowly declined but still at high level at days 14 and 21 (Figure 1C). Serum urea and serum creatinine (SCr) went up quickly from day 0 to day 7, kept stable at high level at day 14, and then sharply increased to three and four times of baseline level respectively (Figures 1D and E). Histologic and quantitative changes observed in periodic acid‐Schiff (PAS)‐staining and Trichrome‐staining sections indicated progressive tubular and glomerular injuries, as well as increased collagen deposition in the tubular interstitial and glomerular mesangial compartments, respectively (Figures 1F and G). We further observed progressive inflammatory cell recruitment indicated by chemokine MCP‐1, proinflammatory cytokine TNF‐α, IL‐6, IL‐1β (Figure 1H), as well as profibrotic marker fibronectin, collagen‐I, and α‐SMA (Figure 1I). The dynamic evolution of hyperuricemia‐related CKD is characterized by a progressive increase in blood UA levels and a decline in renal function. The renal tissue phenotype predominantly exhibits persistent inflammation and progressive fibrosis.

**FIGURE 1:**
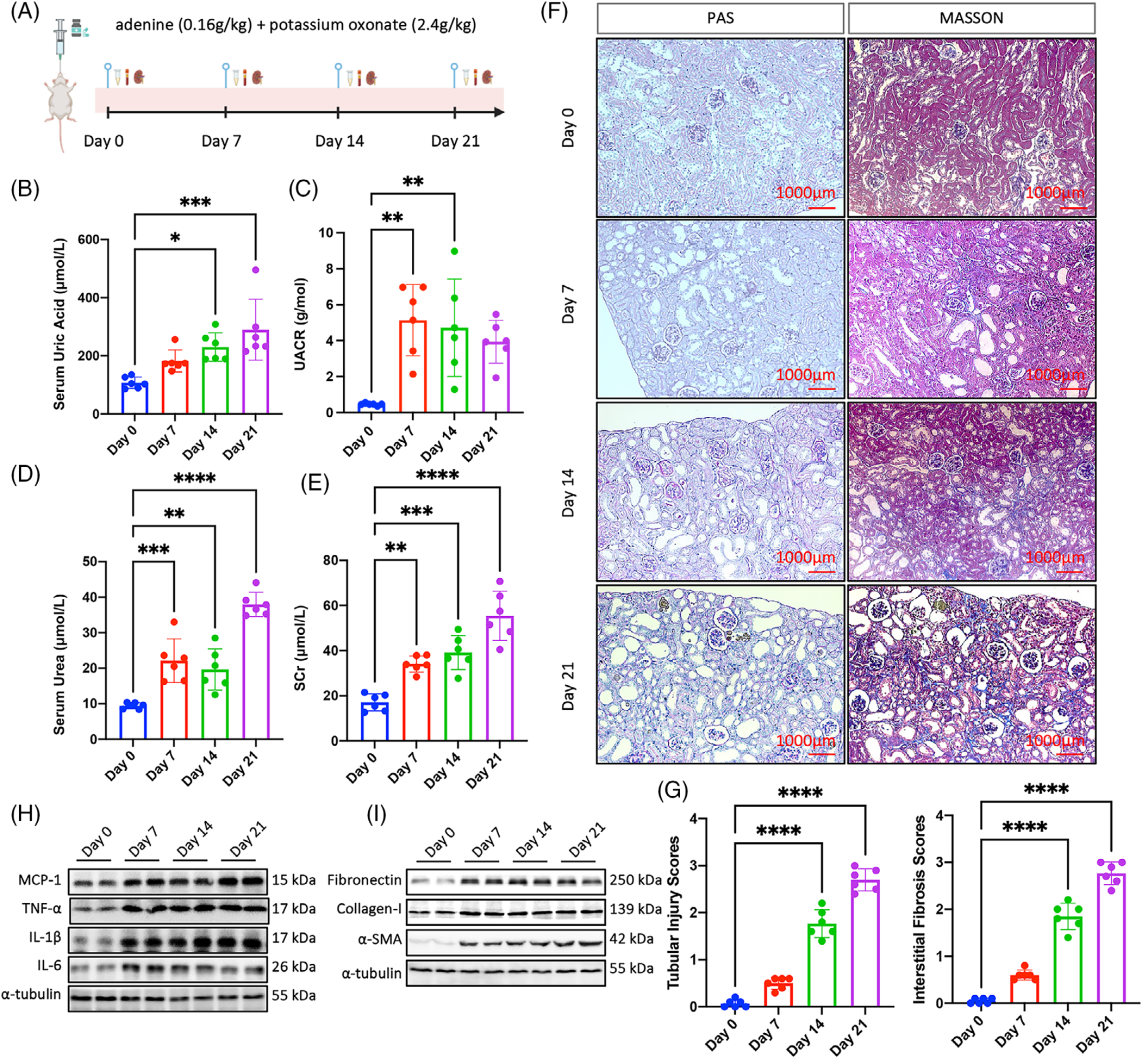
Progressive renal dysfunction and kidney fibrosis in hyperuricemia‐related CKD mice. (A) Brief instruction on model establishment and sample collection. (B) Quantification of serum uric acid from day 0 to day 21. (C) Quantification of urine albumin‐to‐creatinine ratio (UACR) from day 0 to day 21. (D) Quantification of serum urea from day 0 to day 21. (E) Quantification of serum creatinine (SCr) from day 0 to day 21 (F) Representative images of periodic acid‐Schiff (PAS) and Masson trichrome staining, indicating progressive tubular atrophy, glomerulosclerosis, and interstitial collagen deposition. (G) Quantification and comparison of tubular injuries and interstitial fibrosis across time points. (H) Protein expression changes in inflammatory indicators (MCP‐1, TNF‐α, IL‐1β, and IL‐6) from day 0 to day 21 in renal tissue. (I) Protein expression changes of profibrotic indicators (fibronectin, collagen‐1, and α‐SMA) from day 0 to day 21 in renal tissue. Each experiment had a sample size of *n* = 6; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05.

### 2.2 *Itgam* is the hub gene potentially activating focal adhesion pathway in mice with hyperuricemia‐related CKD

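Kidney mRNA was sequenced by the authors from 3 mice on day 0 and 3 mice on day 21 of daily gavage with adenine, at 0.16 g/kg, mixed with 2.4 g/kg of potassium oxonate, which raises serum uric acid. The authors aligned the paired-end reads to a reference genome and deposited raw counts per gene, without normalization, for each mouse separately. The paper's text does not name the aligner or the counting program. All 55450 gene identifiers, versions included, are those of GENCODE mouse release 21, which annotates the GRCm38 assembly. Total counts per mouse lay between 10963849 and 14256556 on day 0 (median 11300873) and between 12662200 and 14333311 on day 21 (median 14309519). At these depths 3 counts, taken as the detection floor, correspond to between 0.209 and 0.274 CPM (counts of a gene scaled to a common library total), a limit that covers counting error only. Of the 55450 genes, 16592 had enough counts to pass edgeR's filterByExpr function. Libraries were scaled by the TMM method, and the day-21 group was compared with the day-0 group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. DEGs were the genes with an adjusted p under 0.05 and a fold change over 1.5 in either direction, the thresholds the paper gives. Normalized CPM values were computed on the TMM-scaled library sizes, and errors between mice are given as SD. A two-sided exact permutation test of 3 mice against 3 cannot go below p = 0.1. No batch is named for the libraries, and replicate numbers do not link mice of different days.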

To extract essential molecules from a data‐driven perspective, we conducted mRNA and protein sequencing on mouse kidneys and performed comprehensive integrated analyses. Differentially expressed genes (DEGs) and differentially expressed proteins (DEPs) in mouse kidneys were filtered followed by standardized analysis workflow (Figures 2A and S1A). 

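At the mRNA level, 5821 of the 16592 genes tested were DEGs (35.1%), with 3249 higher and 2572 lower in the day-21 group. In 5715 of them (98.2%), the 3 mice of one group all lay above the 3 mice of the other in normalized counts. The groups were parted in this way in 57.1% of all genes tested, where chance gives 10%. An adjusted p under 0.05 at any fold was reached by 7569 genes, and an unadjusted p under 0.05 by 8786. The difference between the groups exceeded that between mice of a group. The first dimension of multidimensional scaling, which separated day 0 from day 21, held 75.0% of the variance. This dimension rests on the genes that differ most between each pair of mice, so its share does not describe all genes. The biological coefficient of variation within groups was 16.2%. Of the alternatives tried, an adjusted p under 0.01 with a fold over 2 moved the number of DEGs most, to 3172, and scaling by library size alone moved the share of DEGs that were higher on day 21 most, from 55.8% to 81.7%.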

Details of quality control were provided in Figures S1B and C. The details about digging out hub genes and pathways related are presented in Figure S1D. 

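In place of the GO terms of Figure S1E, which were not used here, a pair of gene families chosen by symbol was tested in the kidney counts. The families stand in for terms that the figure shows for the authors' DEGs, so their tests are not independent of that result. Among the collagen genes, 32 of 44 passed the filter, with 19 called higher and 5 called lower on day 21 and a median log2 fold change of 1.42. With p adjusted over the collagens alone, 20 were higher and 5 lower. The 5 called lower were Col6a6, Col27a1, Col23a1, Col4a3 and Col4a4, and log2 fold changes ran from -3.43 for Col6a6 to 5.18 for Col17a1. These single collagens, and Ndufa4l2 of the next family, were chosen after their values were seen. Nuclear genes of the respiratory chain of the inner mitochondrial membrane moved the other way, with a median of -0.67. Of the 87 tested, 53 were called lower and 1 (Ndufa4l2, 1.17) higher. The symbols taken for this family also include genes of ATP synthase (Atp5) and of complex I assembly factors (Ndufaf). Adjustment over that family alone gave 54 lower and 1 higher. Both medians kept their direction under the 3 other scalings tried, although with library size alone 10 respiratory chain genes were called lower. Limma's camera test, which asks across genes whether a family moved more than the others at a preset inter-gene correlation of 0.01, gave p = 4.9e-05 for the collagens and p = 5.9e-18 for the respiratory chain (7.4e-05 and 3.5e-17 after Benjamini-Hochberg adjustment over the 6 sets tested). With the inter-gene correlation estimated from the data instead, the alternative that moved these tests most, p was 0.23 and 0.169, and limma's fry test, a rotation test of each set by itself, gave 0.0033 and 0.0031. The camera p also fell to 3.2e-22 for the respiratory chain in a regrouping of the 6 mice that mixed the days, which keeps part of the difference between the days.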

In brief, we performed the enrichment analysis using upregulated and downregulated DEGs/DEPs separately and presented functional characteristics accordingly (Figure S1E). After molecular complex detection (MCODE) analysis, we picked out the top five clusters consisting of 334 DEGs followed by CentiScaPe analysis to obtain 49 hub genes (Figure S2A). 

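Of the hub genes in Figure 2B, Itgam, Itgb2, Vcam1, Syk and Cd14 were looked up in the kidney counts, and all 5 were DEGs with higher counts on day 21. Itgb2 (ENSMUSG00000000290.13), which encodes the beta chain of the heterodimer, lies on chromosome 10 of GRCm38 from 77530252 to 77565708. Its normalized count rose from 7.24 ± 1.73 CPM (SD, n = 3 mice) on day 0 to 38.1 ± 0.549 (SD, n = 3) on day 21, a log2 fold change of 2.38 (standard error 0.17, adjusted p = 4.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With edgeR, TMM scaling and all mice, the highest estimate of the 5 was that of Vcam1. This adhesion receptor gene lies on chromosome 3 from 116109949 to 116129688, and its count went from 21.3 ± 6.98 to 457 ± 31.7 CPM (SD, n = 3 each). Its log2 fold change was 4.43 (standard error 0.21, adjusted p = 9.0e-07 from the same edgeR test). Itgam was above Vcam1 with limma-voom (4.49 against 4.47). The same held without day-0 replicate 2 (4.94 against 4.34) or without day-0 replicate 3 (4.250 against 4.247). Cd14 on chromosome 18 had a log2 fold change of 3.10 (standard error 0.17) and Syk on chromosome 13 one of 1.40 (standard error 0.24), each with 3 of 3 day-21 mice above all day-0 mice. These 5 genes were called higher under all 19 alternatives run on them. Since the authors drew the hub genes from their own DEGs, these calls carry no separate test of the change.

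**Figure D1:**
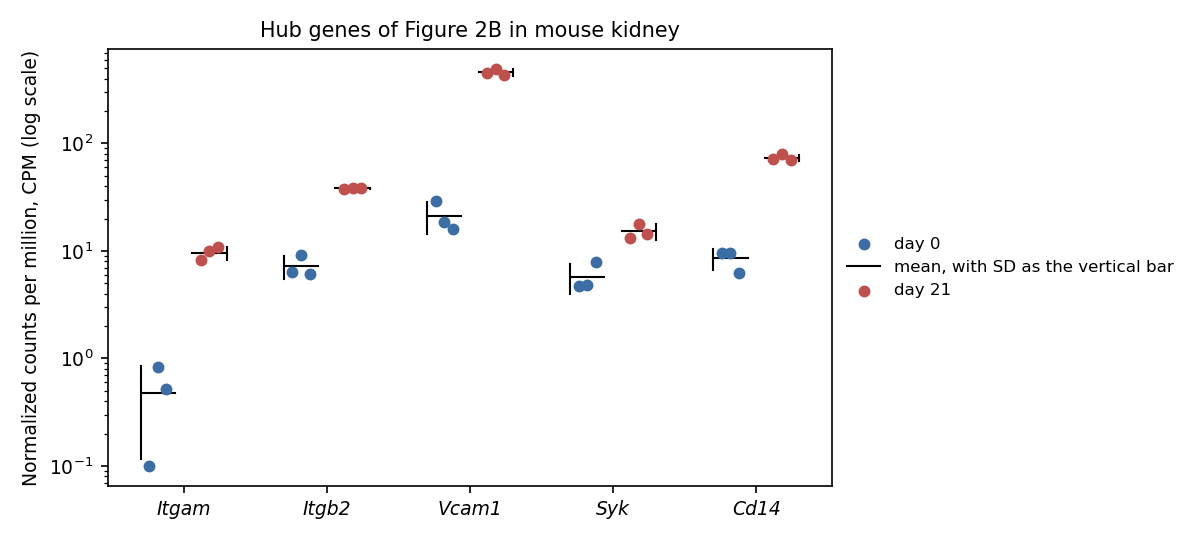
Normalized counts (CPM), on a log scale, of the 5 hub genes in the kidney of each of 3 mice on day 0 and 3 on day 21, with the mean as a horizontal line and the SD as a vertical bar. For each gene the 3 day-21 mice lie above the 3 day-0 mice, with Vcam1 at a mean of 457 CPM on day 21 and Itgam at 9.65.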

By matching the top ingenuity pathway analysis (IPA) canonical pathways with hub genes, we found two most significantly enriched genes—*Itgam* and *Itgb2*, that encoded two subunits constituting the heterodimer Mac‐1 (Figure 2B). The key functional role of *Itgam* was also highlighted by IPA canonical pathway and biomarker analysis, where the integrin signaling pathway and *Itgam* ranked at the top, respectively (Figures 2B and S2B, C). 

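The mRNA biomarkers of Figure S2B and the protein biomarkers of Figure S2C were looked up in the same counts. All 5 mRNA biomarkers were DEGs with higher counts on day 21. Besides Itgam and Vcam1 these were Ncam1 with a log2 fold change of 2.81 (standard error 0.19), Ptprc with 2.52 (standard error 0.14) and Cd40 with 1.47 (standard error 0.32). Each of the 12 genes that encode the protein biomarkers was also higher on day 21 at the mRNA level, from a log2 fold change of 1.35 for Tgfb1 to 5.83 for C3, with a median of 3.28. Adjusting p over each list alone called the same numbers, 5 and 12. Since both lists were drawn from the authors' DEGs and DEPs, their calls carry no separate test of the change.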

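Itgam, listed as ENSMUSG00000030786.18, encodes the alpha M chain of Mac-1 and lies on the forward strand of chromosome 7 of GRCm38 from 128062640 to 128118491, next to its paralogs Itgax and Itgad. Its longest annotated transcript has 30 exons. The counts were 1, 10 and 5 in the 3 day-0 mice and 116, 166 and 177 in the 3 day-21 mice, so that the day-0 level lay close to the detection floor of 3 counts. Normalized, they rose from 0.48 ± 0.363 CPM (SD, n = 3) to 9.65 ± 1.34 (SD, n = 3). The log2 fold change was 4.25 (standard error 0.42, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is a 19.1-fold rise with a 95% confidence interval from 3.43 to 5.08 on the log2 scale. Every day-21 mouse exceeded every day-0 mouse (two-sided exact permutation test, p = 0.1, the smallest p the design allows). Leaving out each mouse in turn moved the log2 fold change most, to between 3.78 and 4.94. A longer annotated gene on the same strand, Gm49368, holds 68.7% of the exon bases of Itgam, and it had 0 counts in all 6 mice. Of the 5024 exon bases of Itgam, 1574 belong to Itgam alone, and only 3 of the 30 exons of its longest transcript hold any of them.

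**Figure D2:**
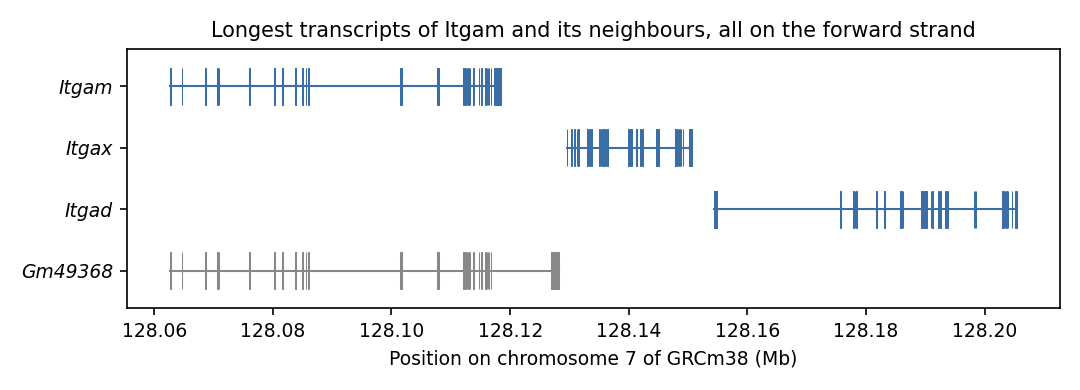
Map of the Itgam region on chromosome 7 of GRCm38, with position in megabases on the horizontal axis, exons as boxes and introns as lines for the longest transcript of each gene. Gm49368, drawn in grey from 128062683 to 128128160, runs through the exons of Itgam and ends beyond them.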

In day‐21 group, *Itgam* and ITGAM were upregulated to 19‐fold and 3.3‐fold of their respective levels in the day‐0 group, both at the mRNA and protein level (Figures 2C and D). 

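Whether other genes vary with Itgam could not be tested apart from the change between days. The 6 mice fell into a day-0 and a day-21 cluster of 3 each, and neither cluster is large enough for a correlation within it, so no pooled correlation is given. Applied to the 5821 DEGs over all 6 mice, a filter for a positive correlation with Itgam (Pearson r over 0.5 and p under 0.05, the limits of Figure 2E) kept 2383 genes, all of them higher on day 21. These made up 73.3% of the DEGs that were higher. The filter was then repeated with 100 randomly drawn DEGs that were higher on day 21 in place of Itgam, and it kept a median of 2610 genes, with the central 95% of the draws between 1034 and 2957. At least as many genes as with Itgam were kept for 64 of the 100. A median of 86.8% of the genes kept with Itgam were also kept with a randomly drawn gene.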

To investigate the potential regulatory pathways of ITGAM, we identified significant DEGs and DEPs that were positively correlated with Itgam/ITGAM. Subsequently, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was conducted (Figure 2E). Gene Set Enrichment Analysis (GSEA) analyses were also performed using these DEGs and DEPs, which revealed that the Focal Adhesion pathway ranked highest (Figure 2F). 

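The gene set and the ranked list behind Figure 2F were not used here, and the genes drawn in the focal adhesion pathway of Figure 4C took their place. The paper took up this pathway after enrichment analyses that included DEGs of the same comparison. A small p for the list is therefore no separate test of that choice. Of the 76 genes listed, 66 passed the filter, with 31 called higher on day 21, 3 called lower (Reln, Itgb8 and Col4a4) and a median log2 fold change of 0.66. Over this list alone, the adjusted p called 34 higher and 3 lower. Limma's camera test across genes (n = 66 genes) gave p = 2.9e-06 for the list, against p = 9.5e-06 without Itgam and Itgb2 and p = 0.0018 without the extracellular matrix genes. Benjamini-Hochberg adjustment over the 6 sets tested with limma gave an adjusted p of 8.7e-06 for the list. Genes are not independent replicates, so this test rests on its preset inter-gene correlation of 0.01. An inter-gene correlation estimated from the data (n = 66 genes) moved this test most, to p = 0.047, and limma's fry test, a rotation test of the list by itself, gave 4.8e-04. By part of the pathway, the matrix genes had a median log2 fold change of 1.20, with 18 of 33 tested called higher, and the integrin genes one of 0.60, with 11 of 24 called higher (limma camera, adjusted p = 4.2e-05 and adjusted p = 0.0011). Signalling genes such as Src, Ptk2, Akt1 and Gsk3b had a median of 0.08, among 9 genes tested (limma camera, adjusted p = 0.398). With scaling by library size alone the signalling genes had a median of 0.47, which is 0.05 above that of all genes. Col1a1 rose most in the list (log2 fold change 4.35) and Reln fell most (-1.44). In a regrouping of the 6 mice that mixed the days, which keeps part of the difference between the days, the camera p of the whole list reached 6.5e-07.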

Considering the extensive literature on tyrosine kinases as key signal transducers for integrins,^18^ we hypothesized that ITGAM significantly activated focal adhesion signaling. Collectively, multiple biostatistical analyses identified *Itgam* as a hub gene, with significant upregulation in the day‐21 group compared with the day‐0 group, suggesting its potential role in regulating focal adhesion signaling pathway.

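By log2 fold change, Itgam ranked 132 among the 3249 DEGs that were higher on day 21. From several analyses, among them its place among the hub genes and pathways, the paper takes Itgam as a hub gene. It proposes that Itgam has a role in regulating focal adhesion signaling. At this point it cites the rise of Itgam, the top rank of the focal adhesion pathway in its enrichment analysis, and literature on tyrosine kinases in integrin signaling. Its later sections add phosphorylation data and co-location of ITGAM with p-FAK. They also add experiments in cells with Itgam silenced or with FAK and AKT1 phosphorylation altered.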

**FIGURE 2:**
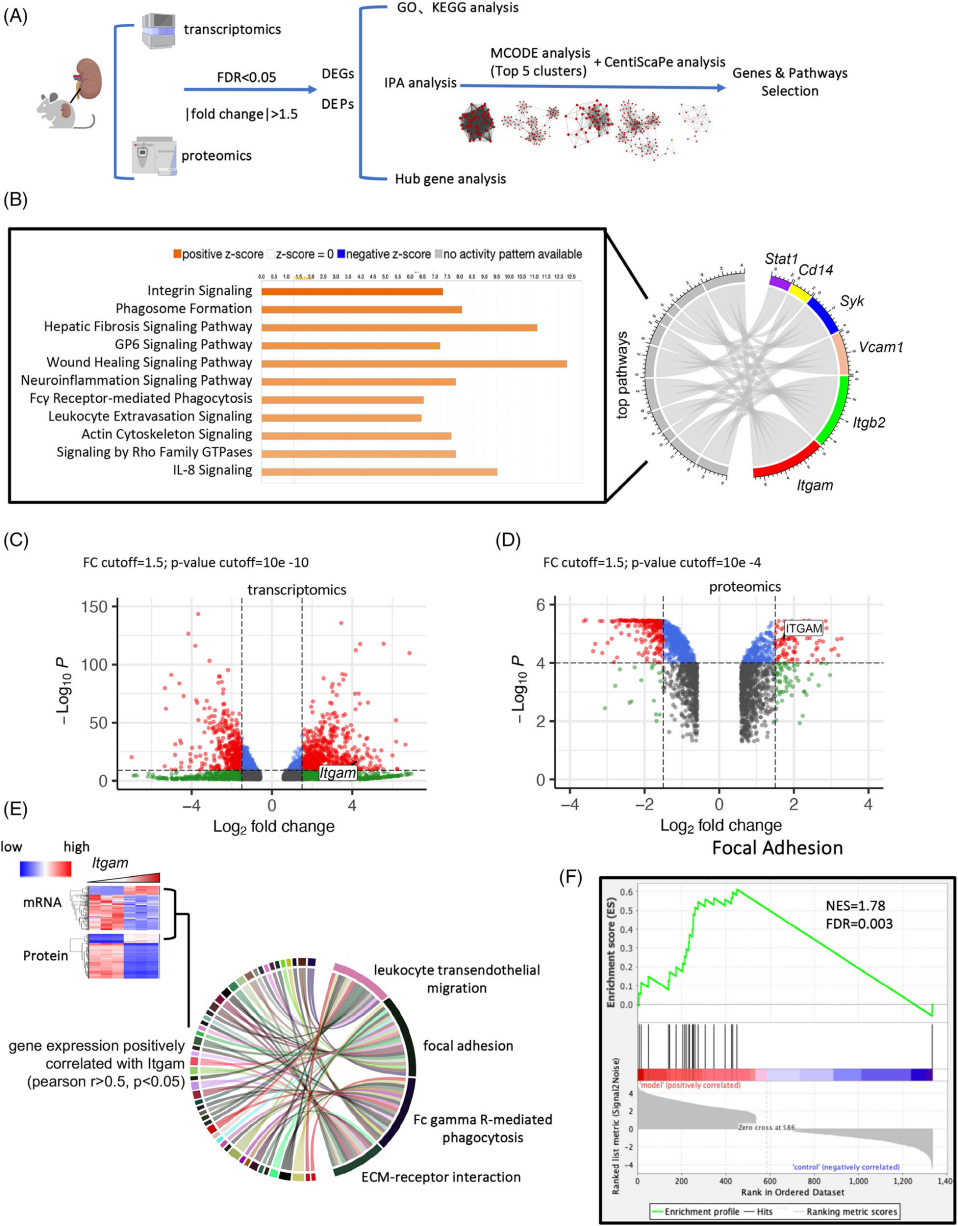
Bioinformatic analyses revealed *Itgam* as the hub gene and downstream focal adhesion pathway. (A) Sketch map of how we incorporated mRNA and protein sequencing data to select core genes and pathways related. In brief, we found out 1337 DEGs both at mRNA and protein levels and further adopted hub gene analyses (MCODE followed by CentiScape in Cytoscape) to acquire simplified 49 genes. (B) There are 6 of 49 hub genes corresponding to top canonical pathways conducted by IPA. Itgam and Itgb2, as two heterodimers of Mac‐1, were top‐ranked. (C and D) Itgam on day 21, at mRNA and protein level, was upregulated to 19 and 3.3 times of day 0. (E) KEGG results based on genes significantly positively correlated with Itgam at both mRNA and protein levels; (F) Top1 GSEA analysis of DEGs and DEPs is focal adhesion pathway.

### 2.3 Macrophage *Itgam* is highly expressed with alternative M2 polarization in mice with hyperuricemia‐related CKD

Based on findings from integrated bioinformatic analysis, we further verified the expression and location of *Itgam* in hyperuricemia‐related CKD. Compared with day 0, *Itgam* expression significantly increased on day 7, 14, and 21 with a trend continuous growth at both of mRNA and protein levels (Figure 3A). Considering *Itgam* mainly but not only expressed in macrophage, we investigated its location in kidney tissue and found it highly colocated with macrophage marker F4/80 in tubulointerstitial and glomerular mesangial space (Figure 3B). Furthermore, upregulation of ITGAM was confirmed by human renal biopsy section in CKD patients with primary hyperuricemia (Figure 3C). Both of transcriptomics and proteomics data revealed activated macrophage M2 polarization in kidney tissue on day 21, clarified by greatly increased mRNA expression of *Arg1* and *Mr* (Figure 3D). 

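The 4 M2-trait genes of Figure 3D are listed in the mRNA counts as Arg1, Mrc1, Retnla (Fizz1) and Chil3 (Ym1), with Mr taken as Mrc1, the mannose receptor gene. Both Arg1 and Mrc1 were called higher on day 21, with p adjusted over all genes or over the 3 of the 4 that were tested. Mrc1 (ENSMUSG00000026712.3, chromosome 2 of GRCm38 from 14229392 to 14332057) rose from 5.20 ± 0.505 CPM (SD, n = 3 mice) on day 0 to 40.7 ± 7.75 (SD, n = 3) on day 21. Its log2 fold change was 2.97 (standard error 0.18, adjusted p = 2.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arg1 (ENSMUSG00000019987.9, chromosome 10 from 24915221 to 24927484) had 0, 2 and 0 counts in the day-0 mice, all at or under the detection floor, and 10, 20 and 12 in the day-21 mice. It was at least 3.07-fold higher on day 21 (adjusted p = 0.0055 from the same edgeR test). Chil3 had a log2 fold change of 0.78 (standard error 0.54, adjusted p = 0.259 from the same edgeR test) and was not called, its difference lying within the spread between mice. In sequence, 29.4% of the 50-base words of its transcript also occur in other genes, mainly its paralog Chil4. Retnla had 0, 0 and 10 counts on day 0 and 6, 32 and 8 on day 21, too few to pass the filter, and a difference was not detectable at this depth (two-sided exact permutation test, p = 0.5). A filter on a mean of at least 50 counts changed the number called from 2 to 1, since Arg1 fell below it, as did thinning the libraries to the lowest total.

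**Figure D3:**
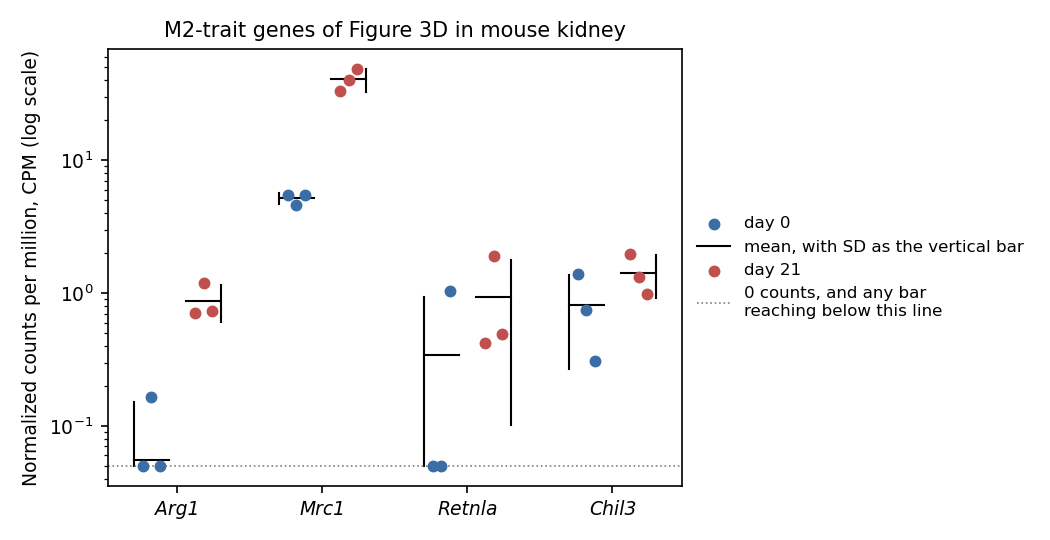
Normalized counts (CPM), on a log scale, of the 4 M2-trait genes in each of 3 mice on day 0 and 3 on day 21, with the mean as a horizontal line and the SD as a vertical bar. Mice with 0 counts sit on the dotted line. Mrc1 on day 21 lies at a mean of 40.7 CPM, and the groups overlap for Retnla and Chil3.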

We further performed qPCR and compare M1‐trait and M2‐triat membrane markers, and found activation of M1 polarization on day 7, followed by increasingly M2 polarization till day 21 (Figures 3E and F). Similar trends were also observed in M1 and M2 specific cytokines (Figures 3G and H). The evidence presented above, from both animal and human studies, as well as from multiple time points, together suggests that the high expression of *Itgam* is associated with macrophage M2 polarization and is also correlated with hyperuricemia‐mediated renal fibrosis.

**FIGURE 3:**
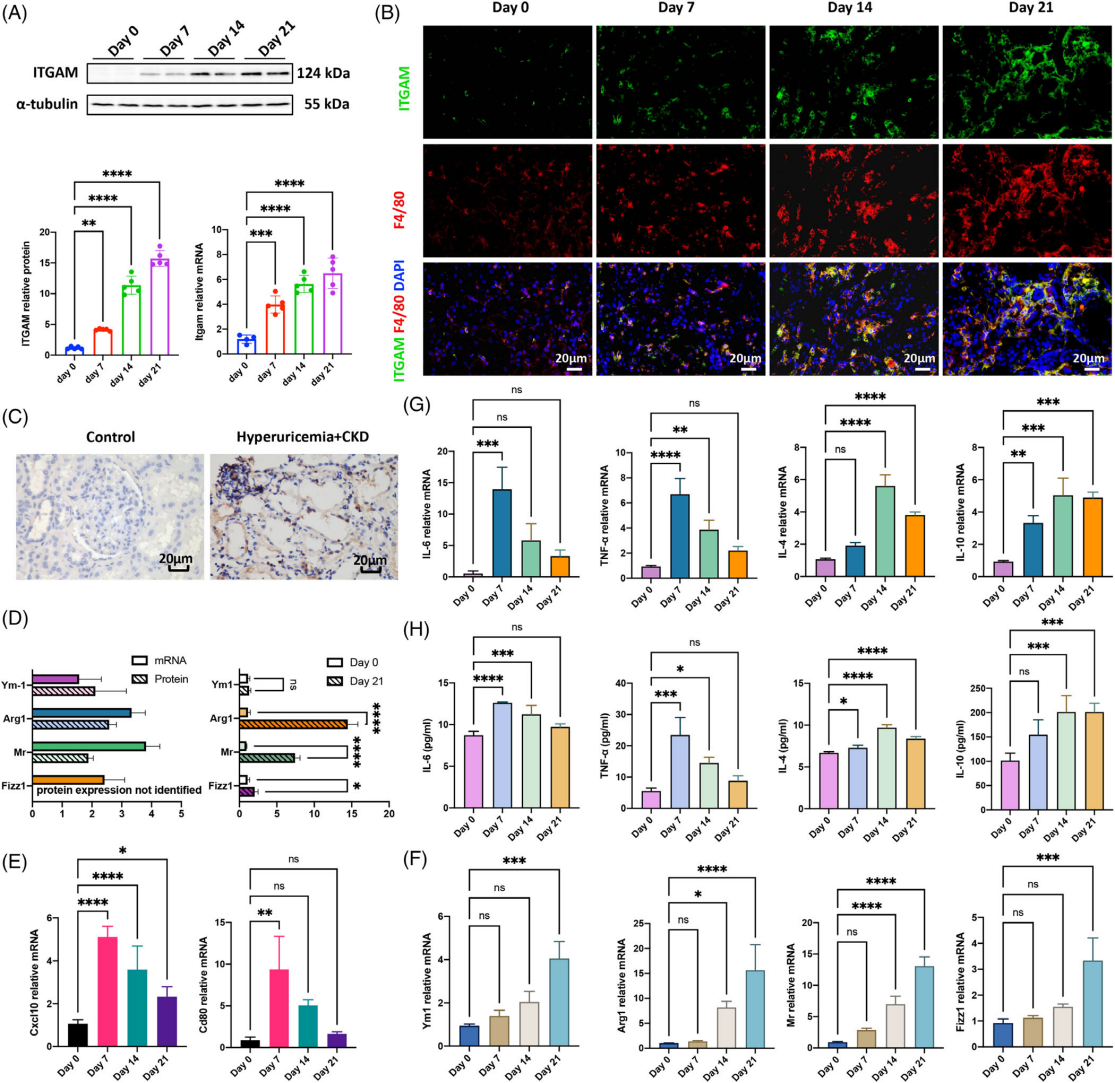
ITGAM expression and macrophage M2 polarization in vivo. (A) ITGAM exhibited increased upregulation in vivo from day 0 to day 21 at both mRNA and protein levels. (B) Expression of ITGAM showed a strong correlation with the macrophage marker F4/80, supported by colocalization of FITC‐labeled ITGAM and TRITC‐labeled F4/80 on the macrophage surface. (C) ITGAM was significantly upregulated in renal biopsy tissue from patients diagnosed with hyperuricemia‐induced CKD compared with human peritumoral kidney tissue. (D) Almost all the M2‐trait genes or proteins (*Arg‐1*/ARG‐1, *Fizz‐1*/FIZZ1, *Mr*/MR, and *Ym1*/YM1) in mice renal tissue were significantly upregulated from the day‐21 group compared with the day‐0 group, as verified by qPCR. (E) Dynamic changes of representative M1‐trait markers (*Cxcl10* and *Cd80*) were examined from day 0 to day 21. (F) Dynamic changes of representative M2‐trait markers (*Arg‐1*, *Fizz‐1*, *Mr*, and *Ym1*) were examined from day 0 to day 21. (G) Classic M1‐trait (*Il6* and *Tnfa*) and M2‐trait (*Il4* and *Il10*) genes were examined from day 0 to day 21 using renal tissue supernate. (H) Classic M1‐trait (IL‐6 and TNF‐α) and M2‐trait (IL‐4 and IL‐10) cytokines were examined from day 0 to day 21 using renal tissue supernate. The sample size for Figure 3A was *n* = 5, and the rest had a sample size of *n* = 3. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05.

### 2.4 UA activated ITGAM and focal adhesion signaling pathway

To reveal disease mechanism from various dimensions, we integrated phosphoproteomics sequencing to further elucidate the main pathway at the protein modification level. Based on results from KEGG enrichment, pathway analysis and kinase perturbation analysis (Figure 4A), we observed focal adhesion pathway (Wikipathway: WP85) was greatly activated by multiple integrins and extracellular matrix components, with phosphorylation of FAK and AKT1 significantly upregulated and GSK‐3β downregulated (Figures 4B–D). Phosphorylation data demonstrated Ser722, Ser124, and Tyr279 were mostly fluctuated in FAK, AKT1, and GSK‐3β, respectively (Figure 4E). These findings were supported by phosphorylation quantification using renal tissue from day 21 compared with day 0 (Figure 4F). Highly colocated p‐FAK and ITGAM indicated the hypothesis that activation of FAK signaling might be related to ITGAM and they coworked together mediating macrophage polarization in hyperuricemia‐related CKD (Figure 4G).

**FIGURE 4:**
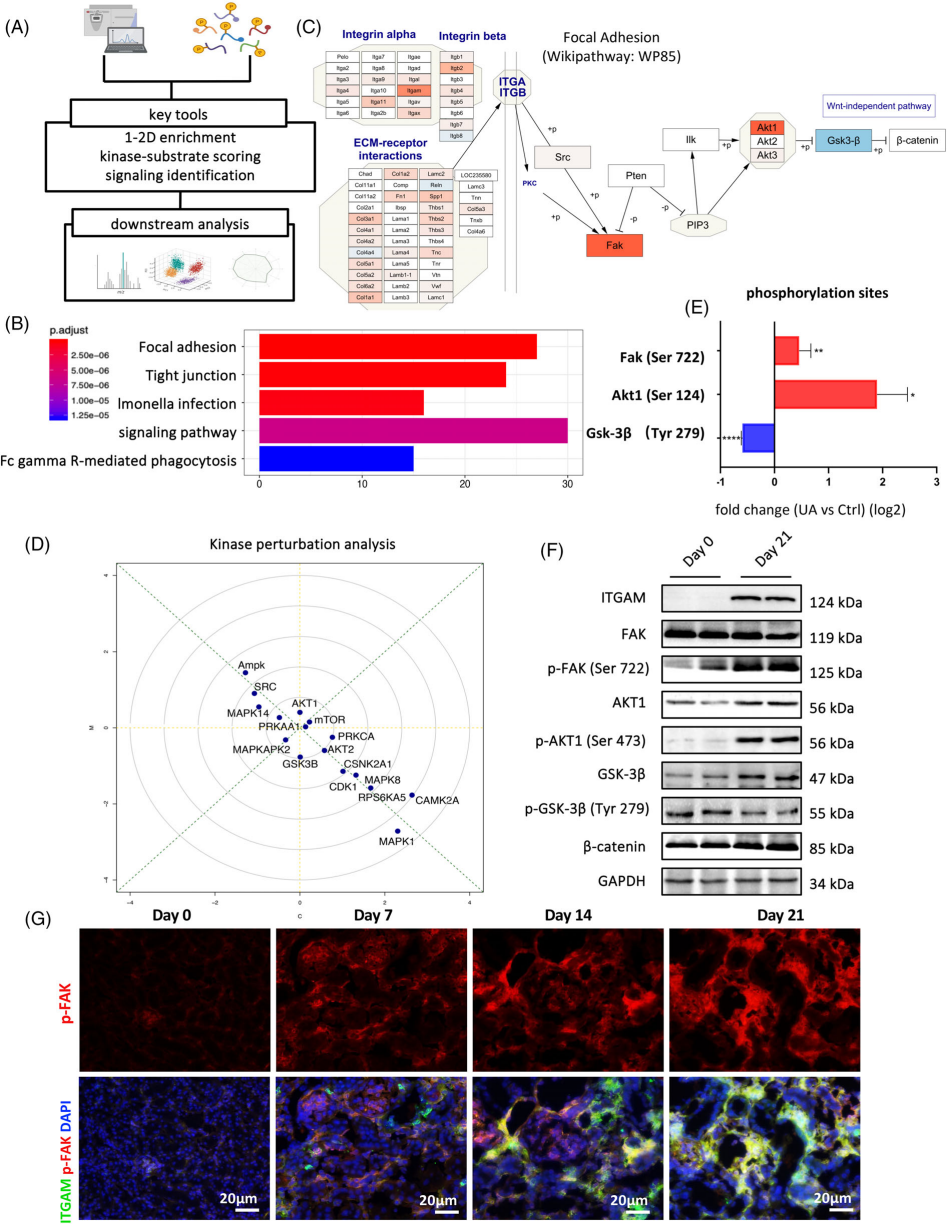
Phosphoproteomics data reveals focal adhesion pathway as essential downstream of ITGAM. (A) The workflow for phosphoproteomics sequencing and statistical analysis was implemented, integrating proteomics and phosphorylation modification data from mice renal tissue in the day‐21 group compared with the day‐0 group. (B and C) KEGG enrichment and pathway analyses both indicated focal adhesion pathway predominantly activated as downstream pathway of ITGAM. (D) Kinase perturbation analysis revealed activation of GSK‐3β and AKT1 were greatly downregulated and upregulated, respectively. (E) Phosphorylation site of enriched molecules in focal adhesion pathway. (F) FAK/AKT1/GSK‐3β pathway was activated in vivo on day 21 versus day 0. (G) ITGAM and p‐FAK expression were highly colocated in the tubulointerstitial compartment.

### 2.5 UA directly activated macrophage M2 polarization

We performed in vitro experiments to explore how UA functions on macrophage. Since UA at high concentration causes tubular damages,^19^, ^20^ we designed two in vitro models: model 1, using UA to stimulate Raw 264.7 macrophage; and model 2, using UA to stimulate the coculture environment of Raw 264.7 + proximal tubular cell TCMK1. Macrophages were collected after 24 and 48 h of stimulation (Figure 5A). *Itgam* mRNA expression in model 1 quickly increased to peak after 24 h, and *Itgam* in model 1 was higher or equal to that in model 2 at time points of 24 and 48 h, respectively (Figure 5B). Although not highly consistence in M2 polarization markers, two models both presented obvious M2 polarization especially after 48 h (Figures 5C–F). Cytokine changes also indicated M1 polarization at early stage and progressively M2 polarization from 24 to 48 h (Figures 5G and H). ITGAM expression and hypothesized downstream FAK signaling were activated since 24 h of UA stimulation. As indicated by KEGG enrichment, we confirmed the higher phosphorylation of FAK and AKT1, lower phosphorylation of GSK‐3β, and less degraded β‐catenin (Figure 5I). Evidence above indicated that UA strongly activated ITGAM/FAK signaling in macrophage and M2 polarization, regardless of existence of tubular epithelial cells.

**FIGURE 5:**
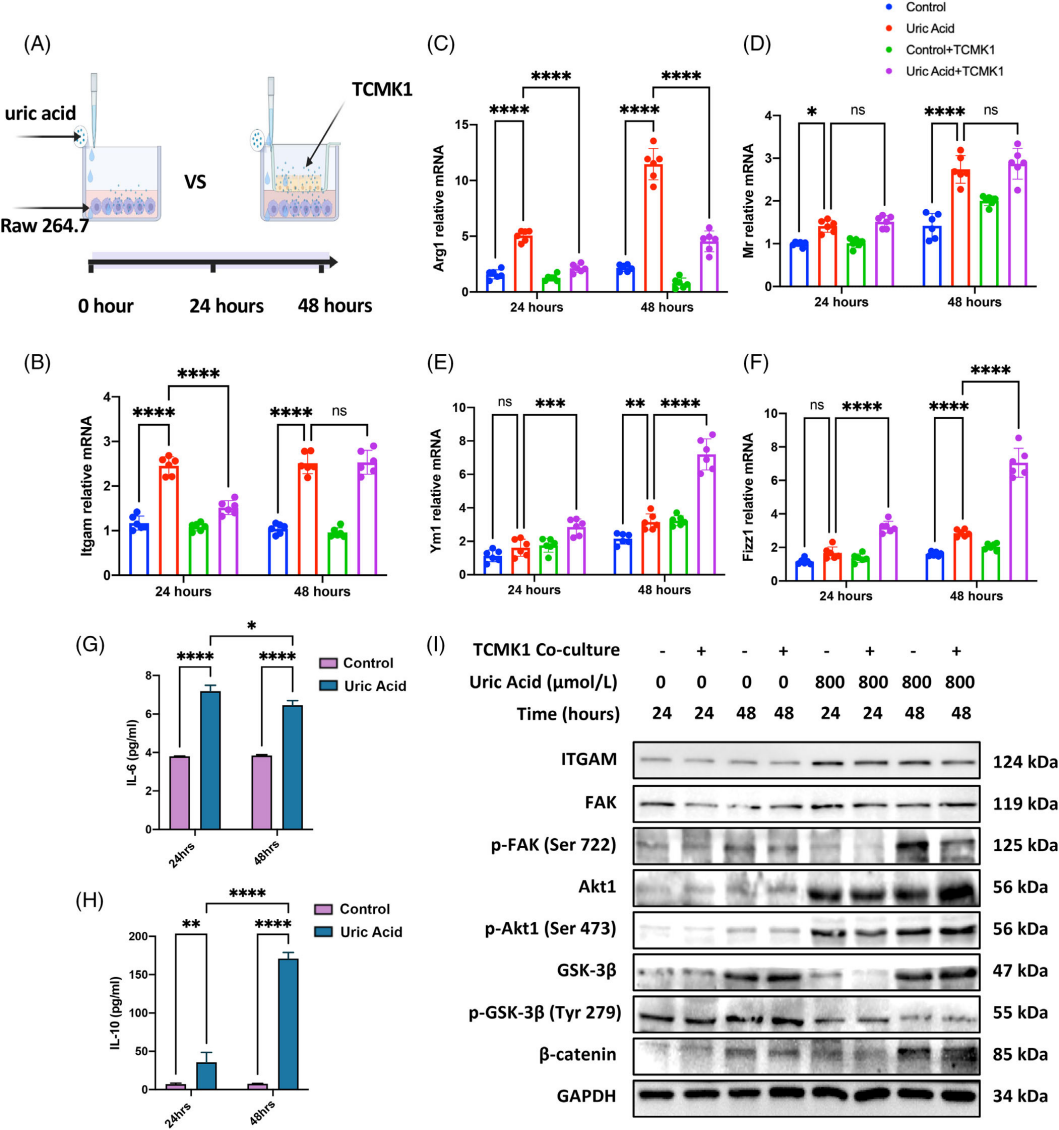
Two experimental models in vitro validated overexpression of ITGAM, M2 polarization of macrophages, and pathway activation. (A) study design of uric acid at 800 µM stimulating Raw 264.7 vs. Raw 264.7 +TCMK1; (B) Raw 264.7 alone, under stimulation of uric acid, greatly overexpressed ITGAM and the expression levels in two models at 48 hours were not significantly different; (C–F) Either Raw 264.7 or co‐culture system presented obvious activation of macrophage M2 activation after uric acid exposure; (G) M1‐trait cytokine IL‐6 in cell culture supernatant was upregulated after 24 hours of uric acid stimulation and remained unchanged thereafter; (H) M2‐trait cytokine IL‐10 continued to rise after uric acid treatment and showed a significant increase from 24 hours onwards; (I) Two models at different time points showed activation of ITGAM/FAK/Akt/β‐catenin pathway. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05.

### 2.6 ITGAM induced macrophage M2 polarization through activating FAK/AKT1/GSK‐3β signaling

Based on omics data, we adopted several interventions targeting key molecules in focal adhesion pathway to verify our hypothesis. The mechanism was verified by silencing *Itgam* mRNA, inhibiting p‐FAK, and p‐AKT1 phosphorylation, respectively, followed by combination of inhibiting p‐FAK and activating p‐AKT1 (Figure 6A). As shown by pre‐experiment, we picked the *Itgam* siRNA with the highest knockdown efficiency (mean difference = 77.6%; Figure S3). After knocking down *Itgam*, we observed the decreased phosphorylation of FAK and AKT1, and reversed the upregulation of phosphorylated GSK‐3β, together with downregulation of β‐catenin protein (Figure 6B). Meanwhile, M2 polarization was greatly attenuated after Itgam knockdown, indicated by significant decrease in *Arg1*, *Mr*, *Fizz1*, and *Ym1* mRNA expression (Figure 6C). Similar effects were found after p‐FAK and p‐AKT1 intervention. After inhibiting phosphorylation of these two proteins, the downstream signaling was significantly suppressed together with reduced M2 polarization (Figures 6D–G). The suppression of M2 polarization achieved by inhibiting p‐FAK, was reversed upon activation p‐AKT1, which revealed the downstream involvement of AKT1 regulated by FAK (Figures 6H and I). The consistent result from the intervention experiments above indicates that ITGAM functions through the FAK/AKT1/GSK‐3β signaling within the focal adhesion pathway, leading to the accumulation of β‐catenin and promoting M2 polarization.

**FIGURE 6:**
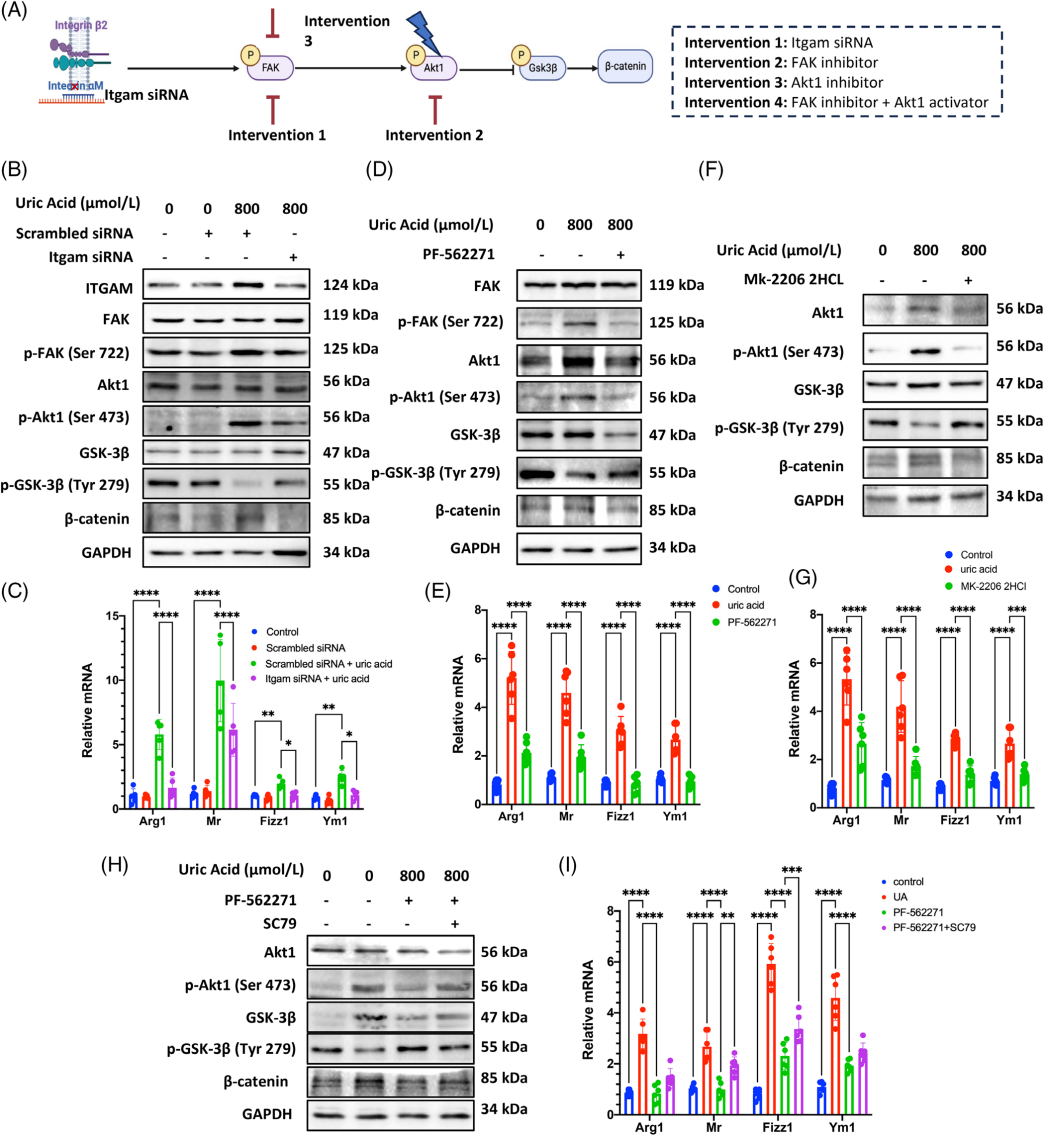
Interventions of ITGAM, FAK, and AKT1 verified the participation of focal adhesion pathway in macrophage M2 polarization in hyperuricemia‐related CKD. (A) Overall design of ITGAM and pathway intervention. (B and C) Silencing of Itgam significantly inhibited phosphorylation of FAK and AKT1, while activating phosphorylation of GSK‐3β and attenuating M2 markers including *Arg1, Mr, Fizz‐1*, and *Ym1*. (D and E) Inhibition of p‐FAK greatly inhibited downstream pathway and macrophage M2 polarization. (F and G) Inhibition of p‐Akt downregulated β‐catenin and macrophage M2 polarization. (H and I) Concurrent inhibition of p‐FAK and activation of p‐AKT1 revealed p‐AKT1 as the downstream of p‐FAK. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05.

## 3 DISCUSSION

Macrophages promotes renal fibrosis and M2 macrophages is strongly associated with kidney fibrosis in both human and experimental diseases. In this study, we report that macrophage ITGAM contributes to renal fibrosis in hyperuricemia‐related CKD. Mechanistically, ITGAM promotes macrophage M2 polarization through activating FAK/AKT1/GSK‐β pathway.

ITGAM, also known as CD11b, was commonly used as a monocyte/macrophage surface marker.^21^, ^22^ Gradually, ITGAM diverse functions were reflected by its rapid confirmational change that alters affinity for its more than 40 ligands, including ICAM‐1,^23^ fibrinogen,^24^ fibronectin,^25^ GPIbα,^26^ RAGE,^27^ JAM‐c,^13^ and others.^28^ We examined the expression of frequently reported main ligands and found a significant upregulation of ICAM‐1 and fibronectin (Figures 1F and S4A, B), which indicated potential role of ITGAM in cell–ECM and cell–cell interactions in kidneys of hyperuricemia‐related CKD. Further studies are needed to clarify how ITGAM mediates crosstalk between macrophage and other cells or compartments in kidney tissue. ITGAM was reported to be involved in various immune responses but with bidirectional effects.^29^ Negative regulation of ITGAM could be observed in systemic lupus erythematous and acute infectious diseases.^30^, ^31^ On the contrary, ITGAM positively regulated chronic inflammatory diseases.^32^ Lange‐Sperandio et al.^13^ reported upregulated Mac‐1 and its ligands ICAM‐1 and JAM‐3 in murine unilateral ureteric obstruction model, and found knockout of Mac‐1 greatly attenuated renal fibrosis. Taking our results together, the functional role of ITGAM in contributing to renal fibrosis through promoting M2 polarization could be inferred.

Each of the α and β subunits of integrins comprises a single transmembrane domain and a short cytoplasmic tail, necessitating interaction with downstream tyrosine kinases to facilitate “outside‐in” signal transduction.^9^, ^33^ Binding to ligands (e.g., extracellular matrix) induces integrins clustering at focal adhesions and connecting to intracellular molecules. FAK as a pivotal mediator in the focal adhesion signaling pathway, is one of the initially identified key elements involving central integrin signaling mechanisms. Once activated, FAK undergoes autophosphorylation, and triggers the activation of multiple downstream effectors associated with diverse signaling pathways. These include SRC, AKT1, Grb7, and others.^34^ Numerous studies reported FAK/AKT1 pathway participated in chronic inflammation and fibrosis, such as atherosclerosis,^35^ and lung and liver fibrosis.^36^, ^37^ Of notes, we additionally observed the change in SRC phosphorylation and found p‐SRC were both attenuated after silencing Itgam and inhibiting p‐FAK. Our finding indicated that SRC participated in ITGAM/FAK signaling and might act as the downstream molecular. It is to be further explored whether SRC together with FAK stimulates AKT1, or acts through other pathways, such as STAT3 and ERK.^38^, ^39^, ^40^ β‐Catenin activation, as the key component of Wnt signaling, is associated with macrophage M2 polarization in tumor malignant and renal fibrosis.^17^, ^41^ Multiple studies have demonstrated that the activation of AKT1 and subsequently decreased phosphorylation of GSK‐3β result in the stabilization of β‐catenin. Accumulated β‐catenin in cytosol then translocates into nucleus and stimulates transcription of target genes related to tissue fibrosis.^42^, ^43^

To our best acknowledgement, this is the first paper investigating the role of integrin and how it regulates macrophage M2 polarization in kidneys of hyperuricemia‐related CKD. Hyperuricemia‐related, especially hyperuricemia‐induced CKD is relatively less studied, due to long time and difficulty when modeling. We firstly fed mice with potassium oxonate only at high dose (4.8 g/kg) for up to 14 weeks with the purpose of establishing UA‐induced CKD, but only found moderately increased serum UA (1.5–2 times of baseline) and almost unchanged kidney tissue histology. Urate oxidase‐knockout mouse is an optimal option, but low survival greatly limited experiment feasibility and reproducibility.^44^, ^45^ Not only signal pathway ITGAM regulates, how ITGAM mediates cell–cell or ECM–cell crosstalk is also potential mechanism of great meaning to be further explored.

In summary, macrophage integrin ITGAM might play the vital role in mediating kidney fibrosis of hyperuricemia‐related CKD through activating its downstream focal adhesion pathway and promoting macrophage M2 polarization. This finding provides new insight into the prevention and treatment of kidney fibrosis and acts as potential therapeutic target, although more well‐designed studies are needed to verify further mechanisms.

## 4 METHODS

### 4.1 Animals

Seven‐week male mice (C57BL/6J, 22−25 g) were purchased from Dossy Experimental Animal Co., Ltd (Chengdu, China). These mice were maintained in the controlled environment for 1 week (temperature at 20 ± 2°C, humidity at 50−60%, and 12‐h light/dark cycle) and provided with food and water ad libitum. To study dynamic characteristic of UA‐induced kidney injury, we randomly divided mice into four groups: day 0, day 7, day 14, and day 21 groups (*n* = 6 per group). The mice in group day 7, 14, and 21 were administered with a mixture of adenine (0.16 g/kg) and potassium oxonate (2.4 g/kg) by oral gavage once daily, as previously described by our team.^38^, ^46^ At day 0, 7, 14, and 21, each group anesthetized with pentobarbital sodium (50 mg/kg, i.p.) and sacrificed. Terminal blood samples were immediately centrifuged and stored at −80°C after collection. Kidney was divided and samples were processed and kept in 10% phosphate buffered formalin, 2.5% glutaraldehyde, or liquid nitrogen depending on purpose, and followed by quick delivery to storage. Animal research was performed in strict accordance with the Animal Research: Reporting of In Vivo Experiments guidelines.^47^

### 4.2 Biochemical measurements

We used fully clinical chemistry analyzer (Mindray BS‐240) to test all the biochemical measurements as previously reported,^48^ including: serum uric acid (µmol/L), SCr (µmol/L), blood urea (mmol/L), alanine aminotransferase (U/L), aspartate aminotransferase (U/L), total cholesterol (mmol/L), serum triglycerides (mmol/L), urine albumin (g/L), and urine creatinine (µmol/L).

### 4.3 Transcriptomics

The mRNA was sequenced by Majorbio Bio‐Pharm Technology Co. Ltd. (Shanghai, China). To summarize, we extracted total RNA using TRIzol® Reagent (Invitrogen, CA) and then checked the samples for integrity, quality, and purity. Next, double‐stranded cDNA synthesis was carried out using a SuperScript double‐stranded cDNA synthesis kit (Invitrogen, CA) with random primers from Illumina. Once we measured and selected the right size, we sequenced the mRNA using an Illumina sequencer, resulting in 2 × 150 bp reads. Finally, we aligned these reads to a reference genome, creating a clean dataset ready for bioinformatic analysis.

### 4.4 Proteomics and phosphoproteomics

Protein was sequenced by PTM‐Biolab Co. Ltd (Shanghai, China). Kidney tissue containing 30 mg of protein was digested with trypsin. After digestion, eluates were desalted by Strata X C18 SPE column (Phenomenex) and vacuum‐dried. TMT labeling was performed according to the manufacturer's protocol for TMT kit/iTRAQ kit. The tryptic peptides were fractionated by high pH reverse‐phase HPLC using Thermo Betasil C18 column (5 µm particles, 10 mm ID, 250 mm length). Samples were dried down and were stored at −20°C before LC–MS/MS measurement.

We prepared our samples with 0.1% formic acid and analyzed them using a special setup that combines ultra‐performance liquid chromatography with a Q Exactive™ Plus mass spectrometer from Thermo Fisher. An electrospray voltage of 2.0 kV was applied. The mass‐to‐charge ratio (*m*/*z*) scan range from 350 to 1800 under the full scan mode, where intact peptides were identified in the Orbitrap detector with a resolution of 70,000. For MS/MS, peptides were selected with a normalized collision energy setting of 28, and the resulting fragments were analyzed in the Orbitrap at a resolution of 17,500. The analysis followed a data‐dependent procedure that alternated between one MS scan and 20 MS/MS scans, incorporating a 15.0‐s dynamic exclusion policy. We controlled the intensity of the ions we were measuring to not exceed 50,000 (automatic gain control), and started measuring at a *m*/*z* of 100.

MS/MS data were identified by matching the raw data to the UniProtKB mouse database (version v06.06.14) using MaxQuant version 1.5.2.8 and its built‐in Andromeda search engine for peak detection and quantification. Search parameters were set as follows: (i) full tryptic specificity was up to four missing cleavages; (ii) mass tolerance for precursor ions was 20 ppm in First search and 5 ppm in Main search; (iii) mass tolerance for fragment ions was 0.02 Da; (iv) carbamidomethyl on cysteine was set as fixed modification; and (v) acetylation modification and oxidation on Met were specified as variable modifications. FDR was adjusted to <1% and minimum score for modified peptides was set >40.

### 4.5 Bioinformatic analysis

All the omics datasets were based on unified gene symbol. For proteomic data, the highest interquartile range of transcript or peptide was chosen if multiple of them were mapped to the same gene. DEGs and DEPs were defined as FDR < 0.05 and absolute value of fold change > 1.5. The DEG and DEP dataset for further analysis consisted of those genes differentially expressed on mRNA and protein levels, respectively. Gene ontology, KEGG pathway enrichment analyses, and IPA were subsequently conducted to identify biological characteristics, biomarkers, and pathways related. We used MCODE plugin from Cytoscape to analyze top clusters from the network of interactions between DEGs. We picked out the top 5 clusters and performed CentiScaPe to calculate centrality indexes and identify hub genes. Canonical pathway analysis in IPA led pathways based on these genes. Target gene was decided after comprehensively incorporating pathways and hub genes enriched. Finally, we selected DEGs positively correlated with targes gene and investigate potential pathways.

### 4.6 Kidney histology

Kidney samples were dehydrated with 10% phosphate buffered formalin followed by paraffin‐embedding. Tissue sections of 4 µm were stained with PAS and Masson trichrome stain for morphology and fibrosis assessment, respectively. The experimental procedures for PAS staining and Masson staining were performed as previously reported.^49^, ^50^ These sections were viewed using light microscopy and were semi‐quantitatively estimated for renal tubular damage according to following scoring system: 0 for 0%, 0.5 for <10%, 1 for 10−25%, 2 for 26−50%, 3 for 51−75%, and 4 for 76−100%. Severity of renal interstitial fibrosis was estimated according to the following four grades: 0% fibrosis (grade 0); 1−25% fibrosis (grade 1); 26−50% fibrosis (grade 2); and >50% fibrosis (grade 3) in interstitial area.^51^

### 4.7 Western blot analysis

Total protein extracted from kidney tissue was loaded into 10−12% SDS‐PAGE gels and then transferred to polyvinylidene difluoride membranes (0.2 µm, Bio‐Rad Laboratories, Inc., Hercules, CA, USA), as previously described. Immunoblots were visualized using and quantified by ImageJ software. Primary antibodies included: α‐tubulin (Abcam; ab179484, 1:1000, RRID: AB_2890906), GAPDH (Zen BioScience; 200306−7E4, 1:5000, RRID: AB_2722713), collagen‐I (Abcam; ab270993, 1:1000), collagen‐IV (Abcam; ab6586, 1:1000, RRID: AB_305584), fibronectin (Boster Biological Technology; ba1772, 1:1000), α‐SMA (Abcam; ab7817, 1:1000, RRID: AB_262054), TGF‐β (Abcam; ab92486, 1:1000, RRID: AB_10562492), IL‐1β (Abcam; ab9722, 1:1000, RRID: AB_308765), IL‐6 (Huabio; EM170414, 1:1000), TNF‐α (Huabio; R1203‐1, 1:1000), ITGAM (Abcam; ab8878, 1:1000, RRID: AB_306831), SRC (Huabio; ET1602‐03, 1:1000), p‐SRC (Huabio; ET1609‐15, 1:1000), FAK (Huabio; ET1602‐25, 1:1000), p‐FAK (Huabio; RT1216, 1:1000), Akt1 (Huabio; ET1609‐47, 1:1000), p‐Akt1 (Huabio; ET1701‐36, 1:1000), GSK‐3β (Huabio; ET1607‐71, 1:1000), p‐GSK‐3β (Huabio; ET1607‐54, 1:1000), β‐catenin (Huabio; EM0306, 1:1000). The density quantitative analysis was conducted by Image J software.

### 4.8 Immunofluorescence staining

Kidney tissue specimens were embedded in O.C.T. compound medium (Tissue‐Tek) and subsequently preserved at a temperature of −80°C. These preserved samples were sectioned into slices of 4‐µm thickness, followed by immediate fixation in 10% PBS‐buffered formalin to maintain tissue integrity, and a sequence of washing and dehydration procedures to prepare them for further histological examination. Sections were blocked with 10% PBS‐buffered horse serum for 1 h at room temperature, incubated with diluted primary antibodies at 4°C overnight, and exposure to second antibodies and DAPI (1:500; Zhongshan Golden Bridge Biotechnology, Beijing, China). Primary and secondary antibodies included: F4/80 (Huabio; RT1212, 1:500), ITGAM (Abcam; ab8878, 1:500), p‐FAK (Huabio; RT1216, 1:250), and TRITC red and FITC green (1:400; Jackson ImmunoResearch), Images were captured using A1R MP+ multiphoton confocal microscope (Nikon) and AxioCam HRc digital camera (Carl Zeiss).

### 4.9 Quantitative real‐time PCR analysis

Total RNA was extracted from kidney tissue specimens using the Total RNA Extraction Kit (BioTek, Winooski, VT, USA). Then reverse transcription was conducted in accordance with the manufacturer's protocol of PrimeScript RT Reagent Kit (Takara Bio, Inc., Otsu, Japan). The polymerase chain reaction (PCR) amplification reactions were quantitatively analyzed using iTaq Universal SYBR Green Supermix (Bio‐Rad Laboratories, Inc.) within CFX Connect PCR system (Bio‐Rad). The data were normalized to GAPDH expression and expressed as relative mRNA levels.

### 4.10 Cell culture and treatments

The mouse macrophage cell line (Raw 264.7) and mouse kidney proximal tubular cell line (TCMK1) were obtained from Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. Raw 264.7 (RRID: CVCL_0493) and TCMK1 (RRID: CVCL_2772) cells were cultured in RPMI 1640 and DMEM/F12 media (both were supplemented with 10% FBS), respectively. To investigate whether tubular cell is the essential mediator of effect from UA on macrophage, we cocultured Raw 264.7 and TCMK1 together by putting transwell inserts carrying TCMK1 to six‐well plates with Raw 264.7. Cells were exposure to UA at concentration of 800 µM, as previously reported.^46^ Based on different intervention purposed, before adding UA, cells were treated with Itgam siRNA (Genepharma Co., Ltd., Suzhou, China), FAK inhibitor (PF562271, Selleck Chemicals LLC, USA), and Akt inhibitor (MK‐2206 2HCl, Selleck Chemicals LLC, USA) as instructed.

### 4.11 Statistical analysis

Results are presented as mean ± standard deviation based on independent experiments. Sample sizes estimation per group were calculated using “resource equation” and confirmed or confirmed by post hoc analyses in G*power 3 software, as previous described. We choose the Student's *t*‐test for two‐group analysis. For comparison of more than two groups, the data were subjected to one‐way analysis of variance, with subsequent pairwise comparisons via the Tukey post‐hoc test. Statistical significance was set at a two‐sided *p* value of less than 0.05.

### 4.12 Materials

Details of all the reagents were listed where they appeared in text for the first time. Primer details are provided in Table S1.

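Table S1 lists 16 pairs of qPCR primers for mouse genes, which amplify the stretch of cDNA between them. Each pair was searched for exact matches in the transcripts of GENCODE mouse release 21. The forward primer had to match in sense and the reverse primer in antisense orientation, which gives a product. For 7 of the 16 pairs such a product was found. The Itgam pair gives a product of 118 bases from Itgam and from Gm49368, which shares most of its exons. The Ym1 pair gives 72 bases from Chil3 and from its paralog Chil4. The Mr pair matches Nr3c2, the mineralocorticoid receptor gene, in 3 transcripts with a product of 204 bases, and not Mrc1. In this orientation single genes were also matched by the pairs for Jam3 (262 bases), Il6 (151 bases), Il1b (220 bases) and Cxcl10 (157 to 695 bases, depending on the transcript). Both Jam3 primers also match Gm48796, on the other strand, with their orientations exchanged. A product from Gm48796 was not computed, so the Jam3 pair may not be limited to Jam3. In each of the other 9 pairs, 1 of the primers has no exact match in either orientation. For Gapdh, to which the paper normalized its qPCR, that is the reverse primer. The forward Gapdh primer matches Gm13296, Gm6283 and Gm8513 but not Gapdh itself. The search allowed no mismatch, and it covers the primers as printed in the table.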

## AUTHOR CONTRIBUTIONS

J. L., L. M., and P. F. conceived and designed the experiments. J. L., F. G., X.‐T. C., and L. M. performed experiments. J. L. and L. M. performed the statistical analyses. J. L., F. G., and L. M. wrote the initial draft of the manuscript. L. M. revised the manuscript. All authors have critically reviewed and revised this paper and approved its final version to be submitted.

## CONFLICT OF INTEREST STATEMENT

The authors declared no conflict of interest.

## ETHICS STATEMENT

This study received approval granted by Animal Care and Use Ethics Committee of Sichuan University (Approval No. 20220303052).

## Supporting information

Supporting Information

## Data Availability

The transcriptomics data are available in the GEO database under accession number “GSE262687”. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the iProX partner repository with the dataset identifier “PXD051046.” Other data related may be obtained from the Supplementary Material or from the corresponding author upon request.

# Supplementary material for: Integrin αM promotes macrophage alternative M2 polarization in hyperuricemia‐related chronic kidney disease
**Source:** MedComm (2020). 2024 Jun 22;5(7):e580. doi: 10.1002/mco2.580
**Supplement:** Supplementary file 1 — Supporting Information

# **Integrin $\alpha$ M promotes macrophage alternative M2 polarization in hyperuricemia-related chronic kidney disease**

Jing Liu <sup>a</sup>, Fan Guo <sup>a</sup>, Xiaoting Chen <sup>b</sup>, Ping Fu <sup>a,\*</sup>, Liang Ma <sup>a,\*</sup>

**Running Title:** Macrophage ITGAM in hyperuricemia-related CKD

**Data availability:** The transcriptomics data are available in the GEO database under accession number "GSE262687". The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (<https://proteomecentral.proteomexchange.org>) via the iProX partner repository with the dataset identifier "PXD051046". Other data related may be obtained from the Supplementary Material or from the corresponding author upon request.

**Funding information:** This study was supported by National Natural Science Foundation of China [82300814 and 82370723], and the Science & Technology Department of Sichuan Province [2021YFQ0027 and 2022YFS0589].

**Conflict of interest statement:** None

**Ethics approval statement:** This study received approval granted by Animal Care and Use Ethics Committee of Sichuan University (Approval No. 20220303052).

**Author contribution statement:** J.L., L.M., and P.F. conceived and designed the experiments. J.L, F.G, X-T.C., and L.M. performed experiments. J.L. and L.M. performed the statistical analyses. J.L., F.G., and L.M. wrote the initial draft of the manuscript. L.M. revised the manuscript. All authors have critically reviewed and revised this paper and approved its final version to be submitted.

## **Supplementary Materials**

**Supplementary Table1 Detailed information about all the primers used in this research.**

**Supplementary Figure 1 Differentially expressed gene (DEG) selection and enrichment analysis.** (A) DEG selection criteria and details of up-regulated and down-regulated DEGs; (B-C) Quality control results of omics data; (D) Logistics and approach details in selecting target genes and pathways; (E) GO enrichment analysis based on DEGs.

**Supplementary Figure 2 Hug gene selection and biomarker analysis.** (A) Top 5 clusters of 334 DEGs after MCODE analysis in Cytoscape; (B-C) Incorporating biomarker analysis in IPA and CytoHubba hug gene selection showed ITGAM ranked the 1<sup>st</sup> at both of mRNA and protein levels.

,

**Supplementary Figure 3 Details of Itgam siRNA efficiency and selection.**

**Supplementary Figure 4 Ligands of ITGAM *in vitro*.** (A) qPCR results indicated Icam-1 and Rage two ligands were upregulated at mRNA level; (B) Western blotting showed only ICAM-1 was upregulated.

**Supplementary Table1 Detailed information about the primers in this research.**

| Gens names<br>(species: mouse) | Primers                |                         |
|--------------------------------|------------------------|-------------------------|
|                                | Forward (5'→ 3')       | Reverse (5'→ 3')        |
| <b>Gapdh</b>                   | CCCCAATGTATCCGTTGTG    | TAGCCAGGATGCCCTTAGT     |
| <b>Itgam</b>                   | GGAACCAGTGTGGTTGTTGC   | GAGGTACTTGCAGGGGGATG    |
| <b>Icam-1</b>                  | CACGTGCTGTATGGTCCTCG   | TAGGAGATGGGTCCCCCAG     |
| <b>Rage</b>                    | GGCATTGCTGTGGTTGAG     | CCTGATGCTGACAGGAGGGC    |
| <b>Gp1ba</b>                   | TCCTCAAAGGACTGTCTGTTC  | GCTGTGGAGAAGGTACCCAG    |
| <b>Jam3</b>                    | TGACACGATCGGATTCAGCC   | TTCTGGAACCTGGGATTGGC    |
| <b>Fizz1</b>                   | CAGCTGATGGTCCAGTGAAT   | CAGTGGAGGGATAGTTAGCTGG  |
| <b>Ym1</b>                     | GAAGCTCTCCAGAAGCAATCCT | AGAAGAATTGCCAGACCTGTGA  |
| <b>Arg1</b>                    | GTAGACCCTGGGGAACACTAT  | CTTCCTCCAGCAGGTAGC      |
| <b>Mr</b>                      | GGCCAAGGTACTTCCAGGATT  | CCCTGGCACAGCTCATACAT    |
| <b>Cxcl10</b>                  | CCAAGTGCTGCCGTCATTTTC  | GGCTCGCAGGGATGATTTCAA   |
| <b>Il10</b>                    | GCTGGACAACATACTGCTAACC | ATTTCGATAAGGCTTGGCAA    |
| <b>Tnfa</b>                    | CCCTCAGCTCAGATCATCTTCT | GCTACGACGTGGGCTACAG     |
| <b>Il4</b>                     | GGTCTCAACCCCAGCTAGT    | GCCGATGATCTCTCTCAAGTGAT |
| <b>Il6</b>                     | CGGCCTTCCCTACTTCACAA   | TTGCCATTGCACAACTCTTTTC  |
| <b>Il1b</b>                    | TGCCACCTTTTGACAGTGATG  | AAGGTCCACGGGAAAGACAC    |

A

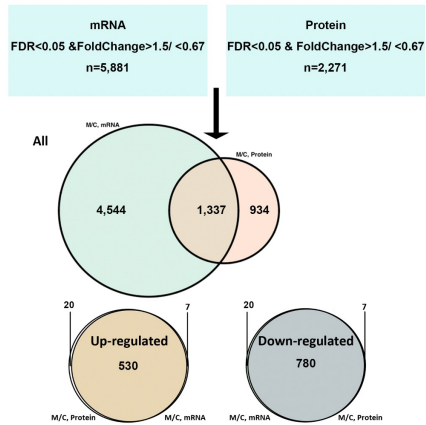

B

## Target Genes and Pathways Selection

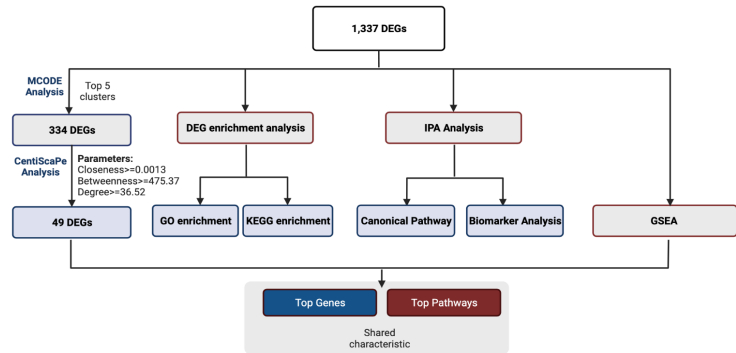

C

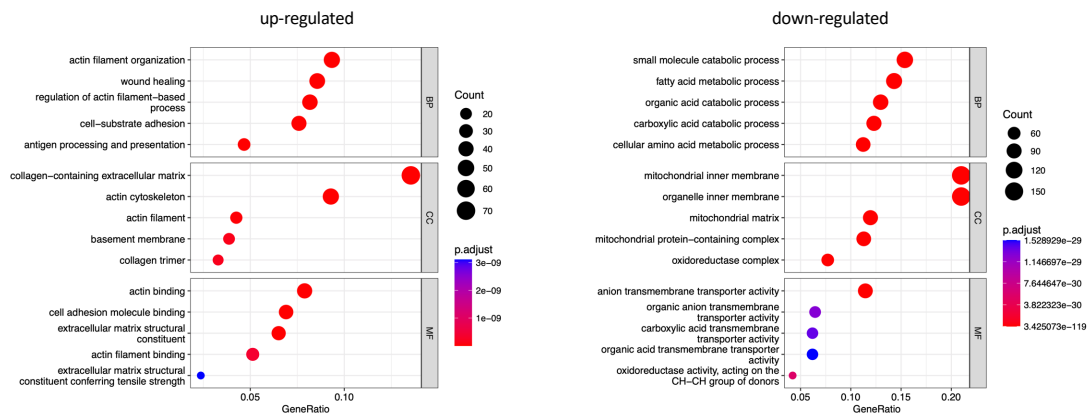

**Supplementary Figure 1** Differentially expressed gene (DEG) selection and enrichment analysis. (A) DEG selection criteria and details of up-regulated and down-regulated DEGs; (B-C) Quality control results of omics data; (D) Logistics and approach details in selecting target genes and pathways; (E) GO enrichment analysis based on DEGs.

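Figure S1A counts DEGs at the mRNA level and those shared with the protein level. In the deposited counts, 4991 of the 5821 DEGs (85.7%) were protein-coding, with 2934 higher and 2057 lower on day 21, out of 13897 protein-coding genes tested. The other 830 were of other gene types, among them 553 annotated as lincRNA, antisense or processed transcript.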

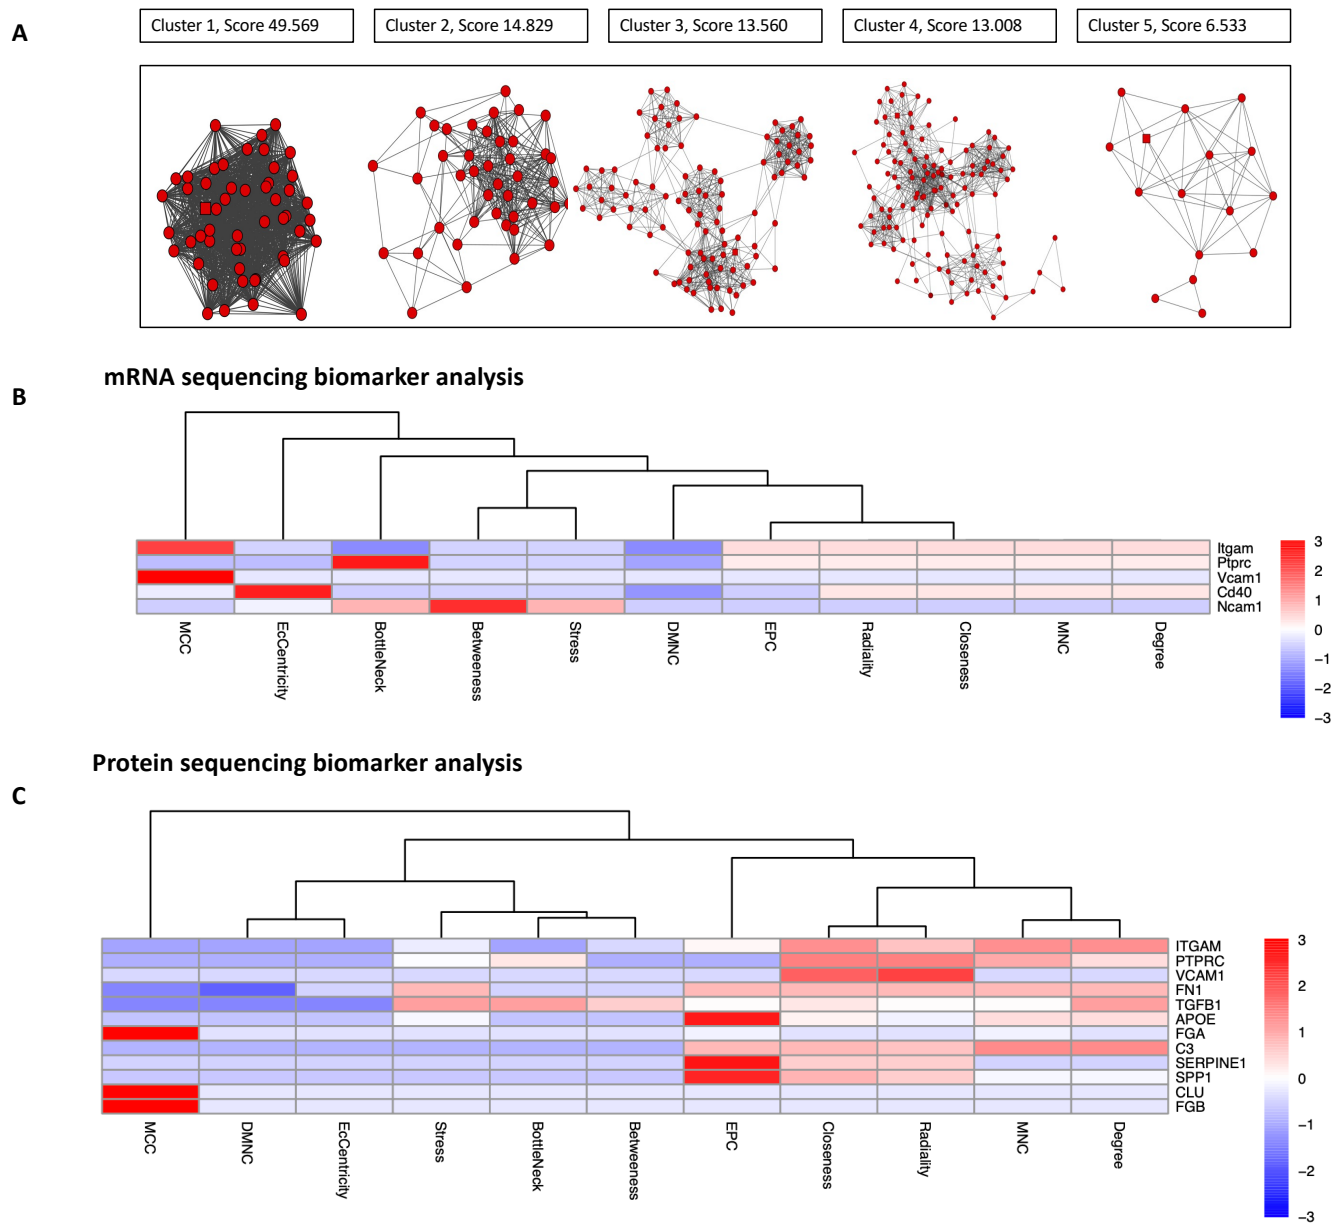

**Supplementary Figure 2 Hug gene selection and biomarker analysis.** (A) Top 5 clusters of 334 DEGs after MCODE analysis in Cytoscape; (B-C) Incorporating biomarker analysis in IPA and CytoHubba hug gene selection showed ITGAM ranked the 1<sup>st</sup> at both of mRNA and protein levels.

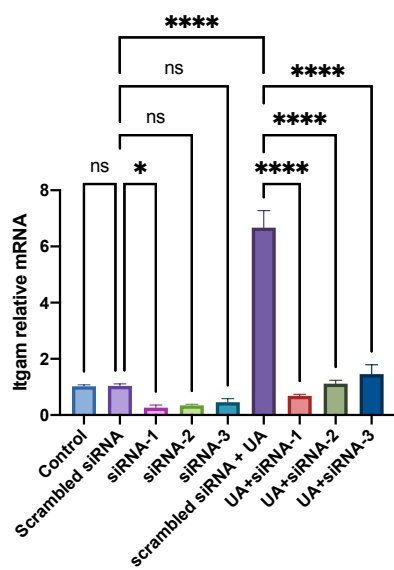

| Tukey's multiple comparisons test | Mean Diff. | 95.00% CI of diff.  | Summary | Adjusted P Value |
|-----------------------------------|------------|---------------------|---------|------------------|
| Scrambled siRNA vs. siRNA-1       | 0.776      | 0.08223 to 1.470    | *       | 0.0218           |
| Scrambled siRNA vs. siRNA-2       | 0.693      | -0.0007699 to 1.387 | ns      | 0.0504           |
| Scrambled siRNA vs. siRNA-3       | 0.5803     | -0.1134 to 1.274    | ns      | 0.1454           |

**Supplementary Figure 3 Details of Itgam siRNA efficiency and selection.**

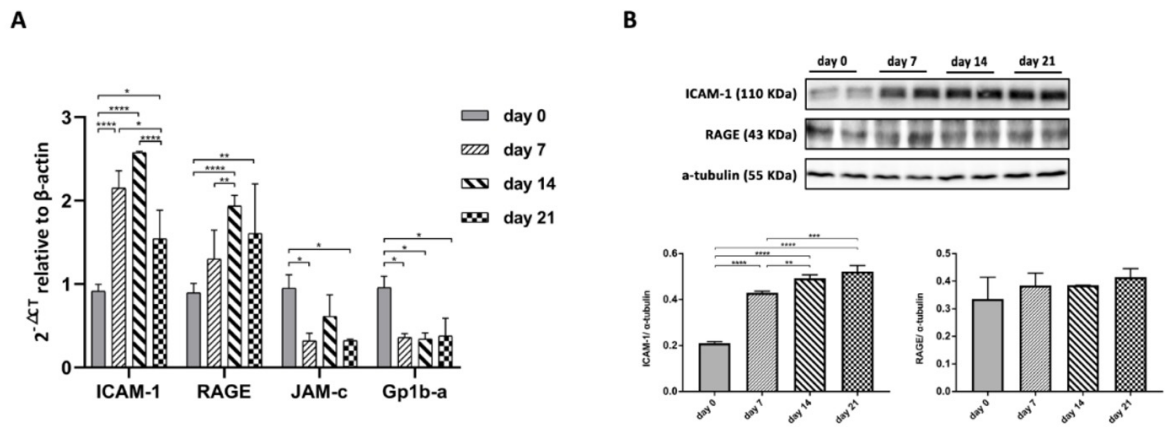

**Supplementary Figure 4 Ligands of ITGAM *in vitro*.** (A) qPCR results indicated Icam-1 and RAGE two ligands were upregulated at mRNA level; (B) Western blotting showed only ICAM-1 was upregulated.

How the deposited data were processed for this re-analysis (not part of the article)

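Kidney mRNA was measured in 3 mice of the day-0 group, the control, and 3 mice of the day-21 group, which received adenine and potassium oxonate by gavage. The authors extracted total RNA, sequenced cDNA as paired-end reads, aligned the reads to a reference genome and deposited the raw counts per gene, with no normalization and with each mouse kept separate. The aligner, the counting program, its strand setting and any filter on the reads are not named in the paper's text or its supplement. The table of counts lists 55450 genes, of which 28536 had no count in any mouse. Every identifier, with its version, is that of GENCODE mouse release 21 on GRCm38, which supplied positions, exons and gene types. Each of the 6 samples was mapped to its group by its own label, and no column was left unmapped. The day-0 mice are labelled as control with PEG, a vehicle that the paper does not state for day 0. They were taken as day 0 because the design text of the data equates day 0 with control.

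The 6 libraries held between 10963849 and 14333311 counts. A gene's smallest visible level was taken as 3 counts, and where all mice of a group were at or under this floor, a fold was computed against the floor and given as a lower bound. Such floors cover counting error only. No pair of mice was a duplicate, since the chi-square per gene between mice of a group ran from 6.78 to 23.6.

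Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and sequence searches and figures were made in Python 3.11.15. Genes were filtered with filterByExpr (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test without a replicate block. Adjusted p-values are Benjamini-Hochberg values over the 16592 genes tested. DEGs were called at an adjusted p under 0.05 and a fold over 1.5, as the paper states. Sets of genes were tested with limma's camera on voom values, at an inter-gene correlation of 0.01. For values of single genes, a two-sided exact permutation test was computed beside the model. The genes named are those the paper names, apart from a few that are not reported here, and the 5 largest rises and 5 largest falls among DEGs with a mean of at least 50 counts whose groups did not overlap. Other genes are named only where a list of cell type markers was tested, or where it is said that they were chosen after their values were seen.

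The edgeR, DESeq2 and limma steps were tested on simulated data made from these counts. With a 3-fold change put into 200 genes, edgeR called 174 of them and 16 unchanged genes, DESeq2 175 and 26, and limma-voom 170 and 15. For camera, a simulated set of changed genes and a set of unchanged ones were told apart. The simulated changes were few and evenly split between rises and falls, and genes were drawn independently. The simulation therefore tests neither the scaling of the libraries nor the inter-gene correlation on which the p of camera rests.

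Alternatives were another scaling (RLE, upper quartile or library size alone), no filter or a stricter one, DESeq2 or limma-voom in place of edgeR, a replicate block, each mouse left out, other thresholds for DEGs, the library without mitochondrially encoded genes or without the 20 highest genes, and for the sets an estimated inter-gene correlation, the fry test and parts of the list. Correction for GC content or gene length by a loess curve and thinning of all libraries to the lowest total were added after seeing the data. All splits of the 6 mice into 3 and 3 were also fitted.

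The sharing of sequence between genes was measured as exon bases that lie in the exons of another annotated gene, and as 50-base words of the longest transcript that occur in another gene. Primer pairs of Table S1 were matched exactly to the annotated transcripts.

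Proteomics, phosphoproteomics, qPCR, histology, cell culture and human biopsy data were not analysed here. The GO, KEGG, STRING and IPA gene sets were not used here, so the enrichment analyses and the selection of 49 hub genes were not repeated, and the genes shown in Figures 2B, 3D, 4C, S2B and S2C were taken as lists.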

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

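All tests in this part were chosen only after the result was seen. The 10 genes below are outside those the paper discusses, and each had a signal in the kidney counts far from that of the other day. They are the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 50 counts whose groups did not overlap, so a single mouse cannot have produced any of them.

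Among the rises, day-0 mice were at or under the floor of 3 counts for each gene. On day 21, Arhgap36 was at least 75.8-fold higher, Sprr2f at least 76.2-fold higher, Mmp7 at least 65.2-fold higher, Cxcl5 at least 35.8-fold higher and AV064505 at least 29.4-fold higher. Among the falls, Gm6300, an unprocessed pseudogene, was at least 306-fold lower and Pvalb at least 105-fold lower, with day-21 mice at or under the floor. Cyp2d12 had a log2 fold change of -6.94, Slc22a7 one of -5.32 and Gm15879 one of -5.30.

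The scaling of the libraries moved the median log2 fold change of all genes by at most 0.42 between the 4 scalings, far less than any of the 10 changes. Bias by GC content or gene length was tested with an offset for each, and 10 of the 10 genes kept their call and sign with both, which cannot tell, since genes picked for large changes would keep them under a moderate bias as well. The offsets moved the 10 log2 fold changes by at most 0.17. Over all genes, the Spearman correlation of log2 fold change was 0.035 with GC content and 0.0093 with exon length. Reads shared with other genes were weighed by annotation, and 3 of the 10 genes share over 10% of their exon bases with another gene. AV064505 has 23.6% of its exon bases inside Mmp7 on the other strand, Mmp7 has 11.5% inside AV064505, and Gm15879 has 49.3% inside Dnase1 on the other strand, a gene whose log2 fold change was -4.78 and which was looked up after these values were seen. Of the 109 long noncoding genes that lie wholly inside exons of the other strand, 14.7% had 0 counts, against 66.7% of those that share no exon base. This is in line with reads having been counted by strand, in which case a read of the wrong strand would fall on such a gene. The rise of AV064505 and the fall of Gm15879 cannot be told apart from reads of Mmp7 and Dnase1, and a small part of the rise of Mmp7 cannot be told apart from reads of AV064505. For the other 7 genes, these tests found no cause of a matching size. The differences in counts stand as measured, and their cause remains a hypothesis. It may be expression within cells or a changed make-up of the kidney, which these counts of whole tissue, with 10 genes picked for their size of change, do not separate. No batch is named for the libraries, and reads from another organism and strain variants were not tested.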

How the results depend on the processing

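The thresholds, the naming rule and all alternatives but the offsets for GC content and gene length and the thinning were fixed before the data were examined, and no test in this part was chosen only after its result was seen apart from those 3. All alternatives that were set were run.

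The log2 fold change of Itgam (between 3.78 and 4.94, adjusted p between 1.9e-29 and 2.3e-04 with edgeR, DESeq2 or limma) and the calls of the 5 hub genes reported kept their direction and side of the threshold under all 19 alternatives run on them. The p of the focal adhesion list stayed under 0.05 in all 14 alternatives, from 1.1e-07 to 0.0471 with camera and 4.8e-04 with fry. These alternatives do not test the choice of the pathway, which came from the authors' analysis of the same comparison. With each mouse left out in turn, the number of DEGs ranged from 5128 to 5920, of which between 4891 and 5261 were shared with the 5821 found with all mice.

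Scaling by library size alone gave 5985 DEGs higher and 1338 lower, with 4587 of all its DEGs shared, and moved the median log2 fold change of all genes from 0.03 to 0.42. Upper quartile scaling moved it to 0.12, with 3692 DEGs higher and 2168 lower. Against a fold of 1.5 as the null, glmTreat called 3574 (2065 higher, 1509 lower), and an adjusted p under 0.01 with a fold over 2 called 3172 (1918 higher, 1254 lower). Of the M2 markers, 1 in place of 2 was called with a mean of at least 50 counts and with counts thinned to the lowest total, since Arg1 then failed the filter. With the inter-gene correlation estimated from the data, p was 0.23 for the collagens and 0.169 for the respiratory chain (3.1e-06 to 0.23 and 6.2e-22 to 0.169 over their 12 alternatives), so neither p is fixed by the data alone. The fry test, a rotation test of each set by itself, gave 0.0033 and 0.0031. Apart from the Arg1 filter, the cause was not tested.

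With a replicate block, which pairs mice of the same replicate number, 5758 DEGs were called (5607 shared). The mean correlation of deviations between same-numbered mice was 0.0786, against -0.0397 for other pairs, and the mice of the 2 days differ, so no pairing was used.

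Signs reversed in 12 of the genes reported, none of which was a DEG with TMM scaling. With library size alone, log2 fold changes turned to 0.18 for Cd80, 0.10 for Jam3, 0.24 for Pelo, 0.29 for Itga6, 0.30 for Itga7, 0.34 for Itga8, 0.31 for Lamb2, 0.37 for Ptk2, 0.26 for Akt2 and 0.10 for Gsk3b, as the median of all genes moved by about as much. With the upper quartile they were 0.043 for Itga8, 0.0022 for Lamb2 and 0.069 for Ptk2. Ptk2 was also 0.0104 with a mean of at least 50 counts, 0.041 with the GC content offset and 0.0599 with the gene length offset, and Itga8 was 0.00506 with thinned counts. Across the fits that each left out 1 mouse, the log2 fold change ran from -0.49 to 0.13 for Cd80, -0.30 to 0.017 for Pelo, -0.25 to 0.69 for Itga2, -0.27 to 0.26 for Itga6, -0.18 to 0.025 for Itga7, -0.22 to 0.20 for Itga8, -1.35 to 0.51 for Tnn and -0.11 to 0.062 for Ptk2. Apart from the shift with library size, the cause was not tested.

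Among other single genes, 22 values were weaker, in 8 genes, and 50 were stronger, in 20 genes. Depth limits Itgam, Arg1, Retnla, Il6 and Tnf, whose day-0 mice held 10 counts or fewer.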

Differences from the paper's values

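For Mr, Figure 3D shows a bar of about 3.8 with an error of about 0.46, read by eye, on an axis without a unit that was read as log2, and the legend does not say whether the error is an SD or an SEM. The log2 fold change of Mrc1 computed here was 2.97. With scaling by library size alone it was 3.36, within the error of the paper's value. None of the other alternatives set before the data were examined closed the gap, with values between 2.83 and 3.10.

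The legend of Figure 3D says that almost all of the M2 genes or proteins, Fizz1 and Ym1 among those listed, were higher on day 21, as verified by qPCR. The text of the paper instead cites the panel for Arg1 and Mr under transcriptomics and proteomics data, so the bars were taken as sequencing values, although the legend leaves this open. Retnla (Fizz1) had too few counts to pass the filter. Without the filter its log2 fold change was 1.53 (adjusted p = 0.116, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 it was 1.46 (adjusted p = 0.37). Chil3 (Ym1) had a log2 fold change of 0.78. This lies within the error of the bar, about 1.5 with an error of about 0.75, read by eye in Figure 3D. The match depends on single mice, since leaving out 1 mouse moved the value to between 0.40 and 1.35. It fell below that error without day-0 replicate 2 (0.71) or 3 (0.40) and without day-21 replicate 1 (0.48). Chil3 was not called in any setting run, with adjusted p between 0.0834 and 0.579 over 18 of them.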

Other observations

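Of the tests in this part, those of low counts of Itgam, of neutrophils, of thinned counts, of scaling, of the splits for sets of genes, of urate transport and of shared exons were chosen only after the result was seen, and the others before it.

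The rise of Itgam was set against 20 general macrophage genes, all of which were called higher on day 21, with log2 fold changes from 0.83 (Csf1r, which shares 15.1% of its exon bases with Hmgxb3 on the other strand) to 3.75 (Fcgr1) and a median of 2.78. If more macrophages or other myeloid cells in the tissue were the whole cause, Itgam would lie within this range. Its 4.25 lies above it. The prediction assumes that added cells carry Itgam and these genes in the same proportion as the cells of day 0. That was not tested, so a value above the range does not exclude more cells. The lower end of the 95% interval of Itgam, 3.43, lies inside the range. The low day-0 counts of Itgam thus also leave open whether it rose more than these genes. Relative to the mean of the list, computed for 6 genes, Itgam rose by 1.82 on the log2 scale (exact permutation p = 0.1, the smallest the design gives), Arg1 by 2.20 (exact permutation p = 0.3, with day-0 mice at or under the floor of 3 counts, so that the size of this value is open), Mrc1 changed by 0.05 and Itgax by -0.01 (exact permutation p = 1 for each), Chil3 by -1.92 and Csf1r, which is in the list itself, by -2.07 (exact permutation p = 0.1 for each). More neutrophils in the tissue would raise neutrophil genes, and the median of the 3 tested was -1.97, with S100a8 and S100a9 lower and Csf3r higher (1.19). The M2 markers tested had a median log2 fold change of 2.97, the value of Mrc1, inside the wide range of the macrophage genes, whereas Chil3 (0.78) lies below that range. More macrophages or other myeloid cells could account for the rise of Mrc1 without a change of state, and for Arg1 this stays open. Bulk counts do not separate the number of cells from expression per cell.

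The number of DEGs was compared with other splits of the 6 mice. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many DEGs, the real one. The other 3 gave 0 DEGs, with 55, 88 and 211 genes at an unadjusted p under 0.05, and so few splits cannot show a share under 0.05. The remaining 6 splits, which part only 1 pair, gave 0 DEGs as well, with between 79 and 296 genes at an unadjusted p under 0.05. The 20 highest genes of each mouse held between 11.7% and 18.4% of its counts. Leaving out the 20 with the highest totals over all mice gave 5796 DEGs (5787 shared), a test with little reach, since TMM scaling already trims such genes. Library sizes overlapped, since the lowest total on day 21, 12662200, lies below the highest on day 0, 14256556, and with every library thinned to the lowest total 5677 DEGs were called (5552 shared). The share of DEGs that were higher, 55.8%, went to 81.7% with library size alone, so this share depends on the scaling of the libraries. Mitochondrially encoded genes took between 9.39% and 9.86% of counts on day 0 and between 3.82% and 4.42% on day 21.

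For the sets, 1 of the same 4 splits gave a camera p as small for the focal adhesion list, 1 for the collagens and 2 for the respiratory chain, where a split that mixed the days reached 3.2e-22 (camera across genes). Among the 6 splits that part 1 pair, camera p went down to 6.5e-07, 7.0e-06 and 2.7e-23. Each of these splits still sets 2 mice of a day against 1 on the other side, so it keeps part of the difference between the days, and a small camera p in it can come from that difference. The splits therefore neither show nor rule out that the grouping of mice gave these shifts.

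The genes positively correlated with Itgam over the 6 mice numbered 2383, inside the central 95% found with randomly drawn DEGs that were higher on day 21 (1034 to 2957). This is consistent with the difference between the groups as the source of the correlation.

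Gm49368, which holds 68.7% of the exon bases of Itgam, had 0 counts in all libraries. Of the 123 protein-coding genes whose exon bases all lie in other genes on the same strand, 100% had 0 counts, against 26.8% of the 15395 that share none. Of the 195 that share 50 to under 100% on the same strand, 49.2% had 0 counts. These shares go with reads on bases shared by both genes having been counted on neither. In that case the counts of Itgam come from the bases it does not share and its level is understated on both days. Sharing with Itgam does not account for the 0 counts on the last exon of Gm49368, from 128126808 to 128128160, which lies beyond Itgam. For Jam3 and Icam1 the shared exon bases, 36.2% and 11.7%, lie on the other strand.

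The 8 genes of urate transport and synthesis in a list made after the counts were seen had a median log2 fold change of -1.68, with 6 called lower, among them Slc22a12 (-2.55), and Xdh higher (1.02). With library size alone 5 were called lower and 2 higher. The 12 proximal tubule genes were all lower under each scaling, from -3.01 to -1.42 with TMM, and 3 of the 8 genes are in both lists, so the median of the whole list cannot tell whether less RNA from the proximal tubule lies behind the fall. The other 5 had a median of -0.85 (Abcg2), outside that range, but they were mixed, with Slc17a3 (-2.20) inside it, Slc17a1 (-1.27) just above it and Slc2a9 (0.55) and Xdh not lowered, so the cause is left open. Altered regulation of these transporters was not tested.

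Other values belong to claims that the paper rests on protein, phosphorylation, cells or qPCR. At the mRNA level Ptk2, which encodes FAK, had a log2 fold change of -0.02 (standard error 0.12, given in parentheses for the following genes as well), Src one of 0.54 (0.14), Akt1 one of 0.72 (0.12), Gsk3b one of -0.29 (0.10) and Ctnnb1 one of 0.08 (0.11), and of these only Akt1 was a DEG. The ligand genes Icam1 and Fn1 were DEGs, at 1.71 (0.21) and 3.02 (0.25), whereas Jam3 at -0.28 (0.17) and Ager at 1.33 (0.56) were not and Gp1ba was not tested. With p adjusted over the 4 ligand genes tested, or with library size alone, 3 of them were called higher, Ager being the third. Ccl2 rose by 4.08 (0.43), Il1b by 1.29 (0.35) and Cxcl10 by 3.26 (0.36), Tnf was at least 5.53-fold higher, and Il6, which failed the filter, at least 2.53-fold higher. Il4 at 0.97 (0.52) and Cd80 at -0.21 (0.49) were not called, although Il4 was with library size alone (1.36), and Il10 had 0 counts on day 0 and 2, 5 and 1 on day 21. Of the fibrosis genes Col1a1 rose by 4.35 (0.27), Col1a2 by 2.90 (0.27) and Acta2 by 0.60 (0.21), a call that was lost under several alternatives. Nr3c2, the gene matched by the Mr primers of Table S1 and looked up for that reason, had a log2 fold change of -0.09 (0.17) and was not called. Of the tubular injury genes, all 4 were higher, with Havcr1 at 8.07. The 3 genes of proliferation and the 5 of T cells were all higher, with medians of 3.94 and 1.86, and the directions of these lists held under each scaling. All 5 fibroblast genes were also higher (median 1.24). The 4 collecting duct, 3 distal tubule and 3 podocyte genes were all lower (medians -1.38, -1.13 and -0.97), so falls were not limited to the proximal tubule genes. With library size alone, 3 collecting duct genes and 1 podocyte gene were still called lower. Of thick limb and endothelium genes, 1 of 2 and 1 of 3 were lower.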
